# Tissue-Based Mapping of the Fathead Minnow (*Pimephales promelas*) Transcriptome and Proteome

**DOI:** 10.3389/fendo.2018.00611

**Published:** 2018-11-06

**Authors:** Candice Lavelle, Ley Cody Smith, Joseph H. Bisesi, Fahong Yu, Cecilia Silva-Sanchez, David Moraga-Amador, Amanda N. Buerger, Natàlia Garcia-Reyero, Tara Sabo-Attwood, Nancy D. Denslow

**Keywords:** fathead minnow, transcriptome, proteome, tissue-specific, endocrine system, proteogenomics

## Abstract

Omics approaches are broadly used to explore endocrine and toxicity-related pathways and functions. Nevertheless, there is still a significant gap in knowledge in terms of understanding the endocrine system and its numerous connections and intricate feedback loops, especially in non-model organisms. The fathead minnow (*Pimephales promelas*) is a widely used small fish model for aquatic toxicology and regulatory testing, particularly in North America. A draft genome has been published, but the amount of available genomic or transcriptomic information is still far behind that of other more broadly studied species, such as the zebrafish. Here, we used a proteogenomics approach to survey the tissue-specific proteome and transcriptome profiles in adult male fathead minnow. To do so, we generated a draft transcriptome using short and long sequencing reads from liver, testis, brain, heart, gill, head kidney, trunk kidney, and gastrointestinal tract. We identified 30,378 different putative transcripts overall, with the assembled contigs ranging in size from 264 to over 9,720 nts. Over 17,000 transcripts were >1,000 nts, suggesting a robust transcriptome that can be used to interpret RNA sequencing data in the future. We also performed RNA sequencing and proteomics analysis on four tissues, including the telencephalon, hypothalamus, liver, and gastrointestinal tract of male fish. Transcripts ranged from 0 to 600,000 copies per gene and a large portion were expressed in a tissue-specific manner. Specifically, the telencephalon and hypothalamus shared the most expressed genes, while the gastrointestinal tract and the liver were quite distinct. Using protein profiling techniques, we identified a total of 4,045 proteins in the four tissues investigated, and their tissue-specific expression pattern correlated with the transcripts at the pathway level. Similarly to the findings with the transcriptomic data, the hypothalamus and telencephalon had the highest degree of similarity in the proteins detected. The main purpose of this analysis was to generate tissue-specific omics data in order to support future aquatic ecotoxicogenomic and endocrine-related studies as well as to improve our understanding of the fathead minnow as an ecological model.

## Introduction

Omics technologies have significantly improved our understanding of how biological systems work. Their rapid development and the large amount of data generated allowed for the evolution of top-down approaches in order to understand systems that would complement the reductionist bottom-up approaches. These developments enabled rapid and broad characterization of many levels of biology through genome and transcriptome sequencing, proteomics, or metabolomics (1–4). Due to the extremely rapid advancement of sequencing technologies, it is now faster and more affordable than ever to generate data for genomics and transcriptomics analyses. As a result, omics techniques are increasingly being applied to “unusual” species to generate information that allows better understanding of novel biological characteristics (5, 6) in fields ranging from evolution and adaptation to toxicology and endocrine research (7). A key step in the development of omics applications for endocrine research is to refine their utilization in model species used in understanding both the highly conserved and the species-specific aspects of the endocrine system (6, 8). Here, we aim to further increase our knowledge of the fathead minnow to improve its usefulness as an ecological and endocrine model.

The fathead minnow (FHM, *Pimephales promelas*) is a member of the Cyprinidae family with a broad distribution in aquatic environments, both in running and still waters, across North America (9). They tolerate a wide range of water characteristics, including pH, alkalinity, and temperature (9–11). Fathead minnows are sexually dimorphic and have a rapid life cycle, with a well-defined developmental process, reproductive cycle, and behavior (12–15). All of these characteristics together with the well-established methods for its culture and husbandry (16) make the FHM suitable as an ecologically relevant fish model. In fact, the FHM is the most frequently used small fish model for regulatory ecotoxicology in North America since the 1950s (17). After the US Environmental Protection Agency was established in 1970, the FHM was adopted as a primary model organism for standardized regulatory toxicity testing, leading to the development of numerous testing guidelines (18–20). As a consequence, the extensive toxicity data available offers the FHM the greatest potential for linking molecular diagnostic indicators to ecologically relevant outcomes (17).

The relatively recent interest in contaminants that act as endocrine disruptors has focused on effects on the endocrine system of fish, since these organisms are present in contaminated environments. Studies analyzing effects on reproduction (21–23), thyroid function (24, 25), neuroendocrine control (26–28) or effects on sex differentiation during sensitive periods of development (29–32) require good molecular tools for data interpretation. Thus it is important to develop well-annoted sequence databases to have a more comprehensive evaluation of the effects of endocrine disruptors on fathead minnows using functional genomic approaches. In addition, it is important to understand the physiology and endocrinology of this useful species. However, significantly less genetic information is available for the FHM than other models such as the zebrafish (*Danio rerio*), which has an assembled reference genome (https://www.ncbi.nlm.nih.gov/grc/zebrafish).

The first FHM draft genome was published in 2016 (33) and was produced from Illumina sequencing at 120X coverage. The genome annotation was later improved, leading to a total of 43,345 gene predictions (34). In addition, a web-accessible genome browser was created, which enables simplified access to the sequence data and its associated annotations (https://www.setac.org/page/fhmgenome). Nonetheless, it is crucial to continue increasing our basic understanding of the FHM model by expanding on genome annotation studies, including characterizing both the transcriptome and proteome. This will further facilitate its use in a broad range of applications: from endocrine-related studies, to predictive toxicology and development of computational models, and its use as a surrogate to study other species, including those that are threatened and endangered.

The main objective of this study was to increase the value of the FHM as a model by creating comprehensive transcriptomic and proteomic databases. This study also aims to survey tissue-specific baseline transcriptomic and proteomic expression profiles in select endocrine active organs in adult male FHM to support aquatic ecotoxicogenomic studies.

## Materials and methods

### Fish rearing

All fish husbandry was conducted under the supervision of the University of Florida Institutional Animal Care and Use Committee. Adult fathead minnows (*Pimephales promelas*) were obtained from an in-house culture at the Aquatic Toxicology Core Laboratory at the University. Fish were maintained in the laboratory in flow-through systems of dechlorinated tap water prior to selection for sequencing experiments.

Fish were sacrificed at different times for three different experiments by submersion in buffered 250 mg/L MS-222 (Western Chemical). Fish tissues were harvested for each experiment and flash-frozen in liquid nitrogen and stored at −80°C until needed. For the PacBio experiment, tissues were harvested from a single male fish, including the whole brain, gut, liver, gonad, heart, gill, head kidney, and trunk kidney. For the RNA-seq experiment, three individual male fish were used, and tissues collected included the telencephalon, hypothalamus, liver, and gut, and the same 4 tissues were collected from two male fish for the proteomics experiment.

### RNA extraction and sequencing

Tissue extractions followed procedures previously described (35, 36). Briefly, tissues were homogenized in RNA Stat-60 (TelTest) using a handheld rotary homogenizer followed by organic separation with chloroform. RNA was then subjected to a second round of RNA Stat-60/Chloroform extraction, followed by precipitation in isopropanol overnight at −20°C. RNA was washed twice with 75% ethanol, dried, and reconstituted in RNAsecure (ThermoFisher Scientific). Reconstituted RNA was DNase-treated to remove possible genomic DNA contamination using Turbo DNase (ThermoFisher Scientific). The quality of the RNA was assessed using an Agilent Bioanalyzer 2100. Only samples with RNA integrity numbers (RINs) exceeding 8 were used for sequencing. Samples were then quantified using a ThermoFisher Scientific Qubit 3.0 fluorimeter.

For the PacBio sequencing, an RNA pool was created by adding equal mass of RNA from each of the extracted tissues (brain, liver, gut, testes, heart, gill, head kidney, and trunk kidney) into the pool. Pools were delivered to the Interdisciplinary Center for Biotechnology Research (ICBR) Sequencing Core Laboratory. For the RNA-seq experiments telencephalon, hypothalamus, liver, and gut tissues from three different fish were kept separate for downstream analysis.

For RNAseq, library preparation and sequencing were performed by Global Biologics LLC (Columbia, MO, USA). Total RNA was quantitated using a Qubit RNA assay kit and Qubit 2.0 fluorometer (Life Technologies Inc.), and RNA integrity was confirmed using the standard sensitivity Fragment Analyzer Total RNA Assay and System (Advanced Analytical Inc.). Briefly, five hundred nanograms of total RNA was used as input material for the Illumina TruSeq Directional v2 high-throughput library construction procedure (Illumina Inc.). Messenger RNA was enriched from total RNA using oligo-dT magnetic beads and fragmented to ~100–300 bp with a single shearing and RT primer hybridization step before generating first- and second-strand cDNA. The resulting DNA was prepared for sequencing by blunt end repair, 3′ adenylation, multiplex compatible adapter ligation (containing TruSeq indexes), and PCR amplification (98°C for 30 s, 11–13 cycles [98°C for 10 s, 60°C for 30 s, and 72°C for 30 s], 72°C for 5 min, and 10°C hold). Library validation was performed using the Fragment Analyzer (Advanced Analytical Inc.) followed by quantitation using the Qubit HS DNA Assay and qPCR Kit for Illumina (Kapa Biosystems Inc). Libraries were diluted based on the quantitation obtained using the Qubit fluorometer and sequenced using one lane (paired-read 100 bp sequencing) on the HiSeq 4000 platform (Illumina Inc.).

### Long read sequencing for transcriptome construction

Long read sequencing was performed using the Pacific Biosystems RSII long read sequencer. Full-length, RNA sequencing libraries (i.e., Iso-Seq^TM^) were constructed according to the recommended protocol by PacBio (37, 38), with a few modifications. Briefly, only RNA preparations with a RIN ≥ 8 were used, as indicated by the Agilent BioAnalyzer or TapeStation. RNA preparations of similar quality from brain, liver, gut, testes, heart, gill, head kidney, and trunk kidney from one male fathead minnow were pooled and used for IsoSeq as a single sample. Briefly, one microgram of total RNA from the pool described above was converted to full-length cDNA using the SMRTer PCR cDNA synthesis reagents (Cat. # 634925) (Clontech, Palo Alto, CA). The number of cDNA amplification cycles was optimized to generate sufficient material that could be used for PacBio SMRT bell library construction over four fraction sizes (0.8–2 kb, 2–3 kb, 3–5 kb, and >5 kb). Fourteen amplification cycles were required. Full-length total cDNA was placed on the ELF SageSciences system (Electrophoretic Lateral Fractionation System). Twelve cDNA fractions were collected, of varying size between 0.8 and ~15 kb. Further amplification was needed to generate enough material (for library construction) for the two larger size bins. Additional amplification of the larger size bins resulted in small size byproducts. Therefore, a second size selection (for 3–5 and >5 kb fragments) was performed using an 11 cm x 14 cm agarose slab gel. Library-polymerase binding was done at 0.01–0.04 nM (depending on library insert size) for sequencing on the PacBio RSII instrument. Diffusion loading was used for the short fragments, while MagBead loading was used for the larger fragments.

Sample cleaning of SageELF fractions and SMRT bell library construction was done following the manufacturer's protocols (39). In brief, fractions were purified using AMPure magnetic beads (0.6:1.0 beads to sample ratio). Final libraries were eluted in 15 μL of 10 mM Tris HCl, pH 8.0. Library fragment size was estimated by the Agilent TapeStation (genomic DNA tapes), and this data was used for calculating molar concentrations. Between 75 and 125 pM of library from each size fraction was loaded onto eight SMRT cells for PacBio RS II sequencing. All other sequencing steps were done according to the recommended protocol by the PacBio sequencing calculator and the *RS Remote Online Help* system.

### Bioinformatics

#### *De novo* assembly

The raw reads generated from multiple insert-size libraries by PacBio RSII sequencer were processed with PacBio SMRT portal system. The ROI (reads of inserts) from subreads, including the full-length non-chimeric reads, were produced by RS_IsoSeq (40). The iterative clustering for error correction (ICE) algorithm and Quiver were applied for improving isoform accuracy and removing redundancy (Table 1). All isoform sequences were further clustered and assembled with PTA version 3.0.0 (Paracel Transcript Assembler) (Paracel Inc, Pasadena, CA).

**Table 1:** PACBio sequencing data.

**Libraries**	**SMRT cells**	**ROI**	**Full length of ROI**	**Mean length of ROI**	**Mean quality of ROI**	**Mean passes**
0.8–2kb	2	96194	61014	1133	0.95	17
2–3kb	2	92862	37347	1736	0.89	6.6
3–5kb	2	104117	16308	2216	0.86	2.5
>5kb	2	71778	14094	2997	0.88	4.5
Total	8	364951	128763	2020.5	0.895	

Raw sequencing data generated from illumina NextSeq 500 system were processed with the program Cutadapt (41) to trim off sequencing adaptors, primers, and low-quality bases with respect to a quality value cutoff of 20 (phred-like score). With masking and trimming sequencing repeats, primers and/or adaptors used in cDNA library preparation and normalization, the resulting reads with > = 40 bp were assembled using Trinity (42), SOAPdenovo (43), and Newbler assembler (version 2.8). A hybridized transcriptome assembly of the contigs with ≥ 75 bp from Trinity, SOAPdenovo, and Newbler was performed with PTA version 3.0.0 (Paracel Transcript Assembler) (Paracel Inc, Pasadena, CA). In PTA, the low-quality bases were trimmed and the sequences with length <75 bp and the mitochondrial and ribosomal RNA genes of FHM were excluded from consideration during initial pair-wise comparison. After cleanup, sequences were passed to the PTA clustering module for pair-wise comparison and then to CAP3-based PTA assembly module for assembly.

The consensus sequences resulting from the PTA were annotated against the NCBI NR and NT databases. For each query sequence, the top 100 blast hits were retrieved and the best scoring hit and the tentative GO term from Gene Ontology with e-value ≤ 1e-4 were annotated to query sequences. These GO term assignments were organized around GO hierarchies divided into biological processes, cellular components, and molecular functions. In addition, we also characterized the assembled sequences with respect to functionally annotated genes by BLAST searching against the NCBI reference sequences (RefSeq) of *Danio rerio* (46,757 transcripts).

#### Analysis of RNA-seq data

Reads acquired from the illumina HiSeq 4000 sequencing platform were cleaned up with the Cutadapt program to trim off sequencing adaptors and low-quality bases with a quality phred-like score < 20. Reads < 40 bases were excluded from RNA-seq analysis. The transcriptome consensus sequences were used as reference sequences for RNA-seq analysis. The cleaned reads of each sample were mapped independently to the *Danio rerio* reference sequences using the mapper of bowtie 2 with a maximum of 3 mismatches for each read. The mapping results were processed with samtools and scripts developed in house at ICBR to remove potential PCR duplicates and choose uniquely mapped reads for gene expression analysis.

Differential gene expression was determined as follows: The number of mapped reads for each individual gene was counted using scripts developed in house at ICBR and analyzed by the DEB application for all pairwise comparisons using the edgeR algorithm and a 5% FDR cutoff (44). Significant up- and down-regulated genes were selected using the FDR adjusted *p*-value, fold-change, or both for downstream analysis.

### Confirmation of RNAseq transcripts with quantitative PCR

To cofirm the expression of select transcripts from the RNAseq data set, five healthy male fathead minnows were obtained from culture at the Center for Environmental and Human Toxicology, euthanized, and hypothalamus, telencephalon, liver and gut tissues were collected for RNA extraction and analysis. RNA extraction followed the same procedures described above for RNAseq. Primers were designed and validated for the following transcripts: lipoprotein lipase (lpl), estrogen receptor βb (*er*β*b*), peptide transporter 1 (*pept1*), and cytochrome P450 19a1b (*cyp19a1b*). Primer Sequences and conditions are found in Supplementary Table 1. Isolated RNA was reverse transcribed into cDNA (Quanta cDNA synthesis kit), and mixed with forward and reverse primers and SYBR Green for amplification and measurement on the BioRAD CFX96 Real-Time PCR Detection System using the following cycling parameters: 95°C for 3 min followed by 40 cycles of 95°C for 10 s, 58–60°C for 30 s (see Supplementary Table 1 for gene specific annealing temperatures). Replicate gene expression Cq values were normalized to the average Cq value for the hypothalamus for each gene, and presented as average fold change ± standard deviation in each tissue compared to the hypothalamus.

### Protein extraction and digestion

Tissue samples were mechanically disrupted in 300 μL RIPA buffer (25 mM Tris–HCl, pH 7.6, 150 mM NaCl, 1% nonylphenoxylpolyethoxylethanol-40, 1% sodium deoxycholate and 0.1% SDS) (Thermo) containing a protease inhibitor tablet (proprietary formulation containing AEBSF HCl, aprotinin, bestatin, E-64, leupeptin, pepstatin, EDTA) (Pierce) and subsequently incubated on ice for 30 min with intermittent vortexing. Samples were spun at 10,000 x g for 20 min at 4°C and supernatants were removed and protein content quantified by Bradford Protein Assay (Biorad). To 100 μL of supernatant, 400 μL of methanol was added followed by vigorous vortexing. Chloroform was added at 1:4 v/v methanol and samples were vigorously vortexed. Thereafter, 300 μL ddH_2_O was added to the samples and vigorously vortexed. Samples were then spun at 14,000 x g for 2 min at room temperature, the top aqueous layer was removed, and 400 μL methanol was added followed by vigorous vortexing. Samples were spun at 14,000 x g for 3 min and methanol was removed. Samples were dried and resuspended in 100 μL RIPA buffer containing protease inhibitor tablets.

Total protein (100 μg) from each sample was acetone-precipitated. The samples were dissolved in 0.1% SDS, 0.5 M triethylammonium bicarbonate (TEAB), pH 8.5; then reduced, alkylated, trypsin- (Promega, USA) digested and labeled according to manufacturer's instructions (ABsciex Inc. USA). Extra labels were quenched by adding 100 μL of ultrapure water and left at room temperature for 30 min. After quenching, samples were mixed together and dried down in a speedvac. The peptide mixtures were cleaned up with C18 spin columns according to manufacturer's instructions (Supelco, USA). Sample labeling was as follows; gut tissue biological replicates (113 and 118), hypothalamus biological replicates (114 and 117), telencephalon biological replicates (115 and 119), and liver biological replicates (116 and 121). The samples were then dissolved in strong cation exchange (SCX) solvent (25% v/v ACN, 10 mM ammonium formate, pH 2.8) and injected onto a Agilent HPLC 1100 system using a polysulfoethyl A column (2.1 mm x 100 mm, 5 μm, 300 Å, PolyLC, Columbia, USA). The peptides were eluted at a flow rate of 200 μL/min with a linear gradient from 0 to 20% solvent B (25% v/v ACN, 500 mM ammonium formate) over 80 min, followed by a ramping up to 100% solvent B in 5 min and holding for 10 min. The peptides were detected at 214 nm absorbance and a total of 10 fractions were collected.

### Mass spectrometry

Each SCX fraction was lyophilized in a speedvac and resuspended in loading buffer (3% acetonitrile, 0.1% acetic acid, 0.01% TFA) and cleaned up with C18 ZipTips according to manufacturer's instructions (Ziptip Millipore). After C18 solid phase extraction, samples were resuspended in loading buffer and 10 μL was injected onto an Acclaim Pepmap 100 precolumn (20 mm x 75 μm; 3 μm-C18) and then separated on a PepMap RSLC analytical column (250 mm x 75 μm; 2 μm-C18) at a flow rate of 350 nL/min on a 1200 nano Easy LC (Thermo Fisher). Solvent A composition was 0.1% formic acid (v/v); whereas solvent B was 99.9% ACN v/v, 0.1% formic acid (v/v). Peptide separation was performed with a linear gradient from 2 to 24% solvent B for 95 min, followed by an increase to 98% solvent B over 15 min and final hold for 10 min. Eluted peptides were directly sprayed onto an Q Exactive Plus hybrid quadrupole-Orbitrap mass spectrometer (ThermoFisher Scientific) for MS/MS analysis. The instrument was run on a data-dependent mode with a full MS scan 400–2,000 m/z and resolution of 70,000. MS/MS experiments were performed for the top 10 most intense ions using the following settings: an HCD NCE = 28%, isolation width = 3 Th, first mass = 105 Th, 5% underfill ratio, peptide match set to “preferred,” and an AGC target of 1e6. Dynamic exclusion for 60 s was used to prevent repeated analysis of the same peptides. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (45) partner repository with the dataset identifier PXD010216. An excel spreadsheet containing mass spectra information for identifying the proteins is found in supplementary information.

### Database searching and protein identification

A custom database was constructed for searching protein identification. This database was a composite of an in-house FHM protein database and the zebrafish (*Danio rerio)* database on uniprot. The in-house FHM database was created by selecting the longest open reading frame from the 6-frame translation of each sequence in our transcriptome database consisting of the PacBio reads generated in this study and reads from previous sequencing data from our labs in Blast2Go with the ORF Predictor function. The software chose the longest open reading frame for each sequence, which was subsequently annotated against zebrafish NR database using blastx and blastp and resulted in 56,099 annotated sequences. Once combined with the Uniprot zebrafish protein database our composite database consisted of 117,445 sequences.

The identification and quantification of proteins were performed using ProteinPilot™ Software 5.0.1 (AB SCIEX, Concord, ON) utilizing the Paragon and Progroup algorithms. The previously described protein database was appended before use to include common lab contaminants, and then the entire search field was doubled by the inclusion of decoys for calculating the FDR by the target-decoy method. The search parameters were as follows: iTRAQ 8-plex (peptide labeled), MMTS as a fixed modification on cysteine, trypsin digestion, orbi MS (1-3 ppm), Orbi MS/MS, no special factors, and ID focus of biological modifications and amino acid substitutions. The Unused ProtScore (Conf) was set at > 0.05 (10.0%) and *p*-value < 0.05 to ensure that quantitation was based on at least three unique peptides.

Additionally, because iTRAQ is a relative quantitation method, all data are reported as ratios of expression against another tissue, we chose hypothalamus. Our samples were expected to have a high percentage of differentially expressed proteins because they originate from different tissues; therefore, no bias or background corrections were applied. For a protein to be used for quantitative analysis and downstream pathway analysis it had to meet a series of conditions: it had to be identified at a 1% global FDR and ratio calculation *p*-value of < 0.05. Quantified proteins with a *p*-value >0.05 were not supported with enough evidence to reject the null hypothesis that differences observed in iTRAQ label ratios were random. For each replicate, the ratio to both normalizing hypothalamus replicates was averaged in log space. Then both replicates for each tissue were averaged in log space to calculate the overall tissue ratio.

### Pathway analysis

Subnetwork enrichment analysis (SNEA) was conducted in PathwayStudio^TM^ 10 (Elsevier) operating on the ResNet 11.0 mammalian database using the Fisher's Exact Test Subnetwork Enrichment Analysis option limiting subnetworks to those with *p* < 0.05.

## Results and discussion

The FHM is the model of choice for ecotoxicology in North America as there are many studies relating toxicant exposures to changes in apical endpoints in these fish [for a review, please see (17)]. In the present study, we chose one male FHM for single DNA molecule sequencing using the PacBio instrument in order to generate long reads. The transcriptome for FHM was assembled and it was used as a scaffold for interpreting RNA-seq and proteomics data to determine tissue-specific transcripts. The schematic in Figure 1 describes the overall experimental approach.

**Figure 1:**
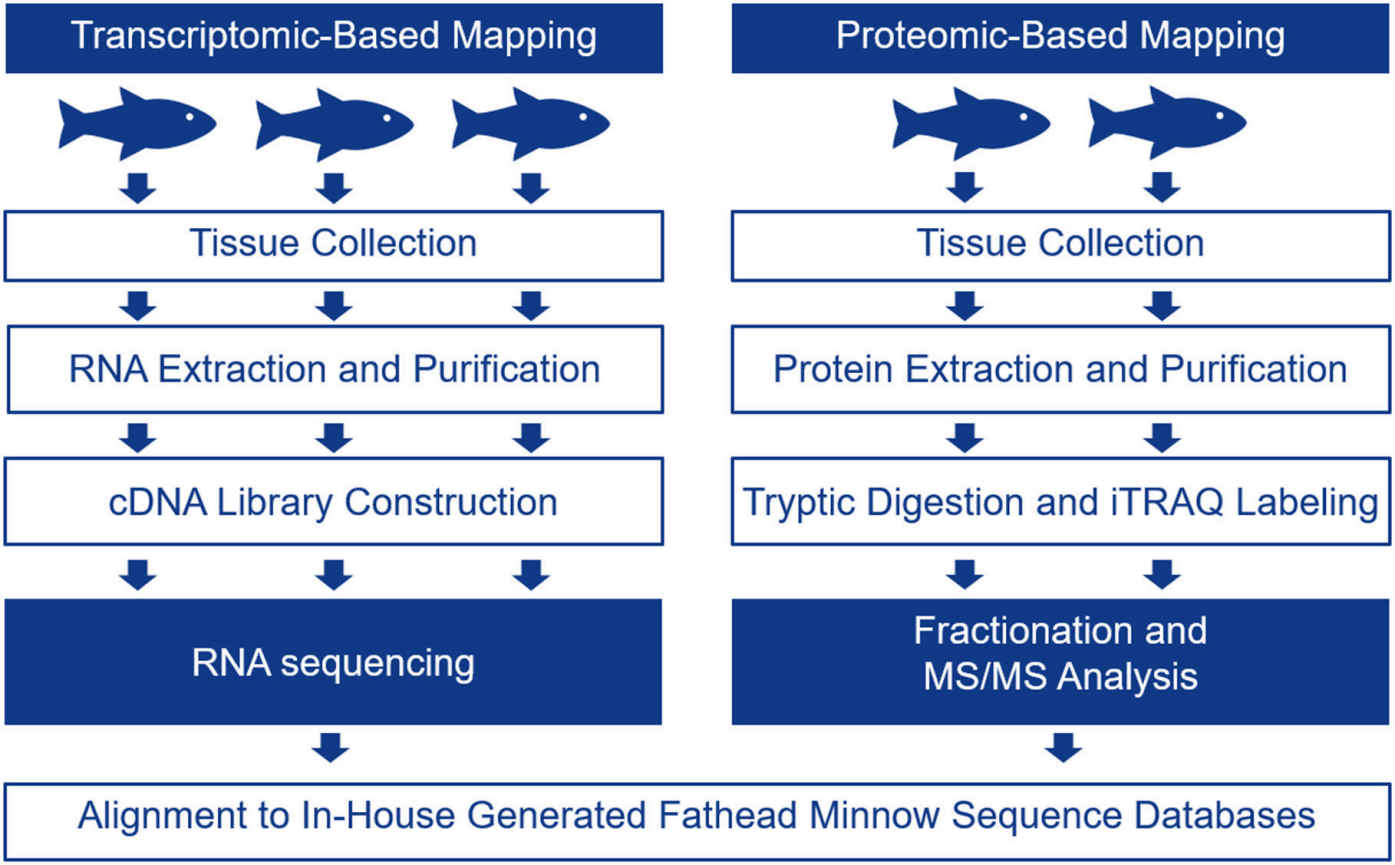
Schematic showing the experimental protocol followed to generate tissue-specific mRNA and protein data for four tissues including the telencephalon, hypothalamus, liver, and gut. Tissue-specific mRNA expression was evaluated with RNA-seq using 3 male biological replicates while tissue-specific protein expression was evaluated using iTRAQ in 2 male biological replicates.

### Generation of FHM transcriptome

To generate a good quality transcriptome for FHM, we utilized the PacBio instrument, which provides single molecule, full-length transcript sequencing. This instrument can sequence very long reads (up to 100 kb) directly from a single DNA molecule (46). This technology sequences DNA from a closed circle using a template called the SMRTbell, which can diffuse into a nano-well called the zero-mode waveguide [for more information about the technology, please see (47)]. The circles can be very large and encompass an entire mRNA. This is the ideal instrument to assemble a transcriptome and aid the assembly of a reference genome. One disadvantage that has been pointed out by several studies is its relatively high error rate, about 11–15%, on any read. However, it is possible to work around this error rate as the errors are distributed randomly and the machine can read around the circle multiple times. It has been estimated that a 99% sequence fidelity can be determined by lining up the multiple sequences. PacBio reads are typically longer than the full-length cDNA sequence, allowing each molecule to go through several passes of sequencing. This routinely works, as the read length is up to 100 kb (47).

We obtained 30,385 reads from PacBio sequencing, covering a large portion of the transcriptome for a single male. The read lengths ranged from 264 to over 9,720 nts. We binned the sequences into groups based on their lengths with 250 nts per group, giving us 40 different groups (Figure 2A). We had 17,382 transcripts that were ≥1,000 nts and 182 that were ≥5,000 nts. At the high end of the distribution the five longest transcripts ranged from 7,726 to 9,720 nts long. In addition to transcripts identified by PacBio sequencing, we added sequences that we obtained from several Illumina RNA-seq projects for a large group of fathead minnows. This addition greatly increased the coverage of shorter contig lengths and enhanced some of the longer sequences giving us 21,183 transcripts >1,000 nts and 308 transcripts >5,000 nts (Figure 2B).

**Figure 2:**
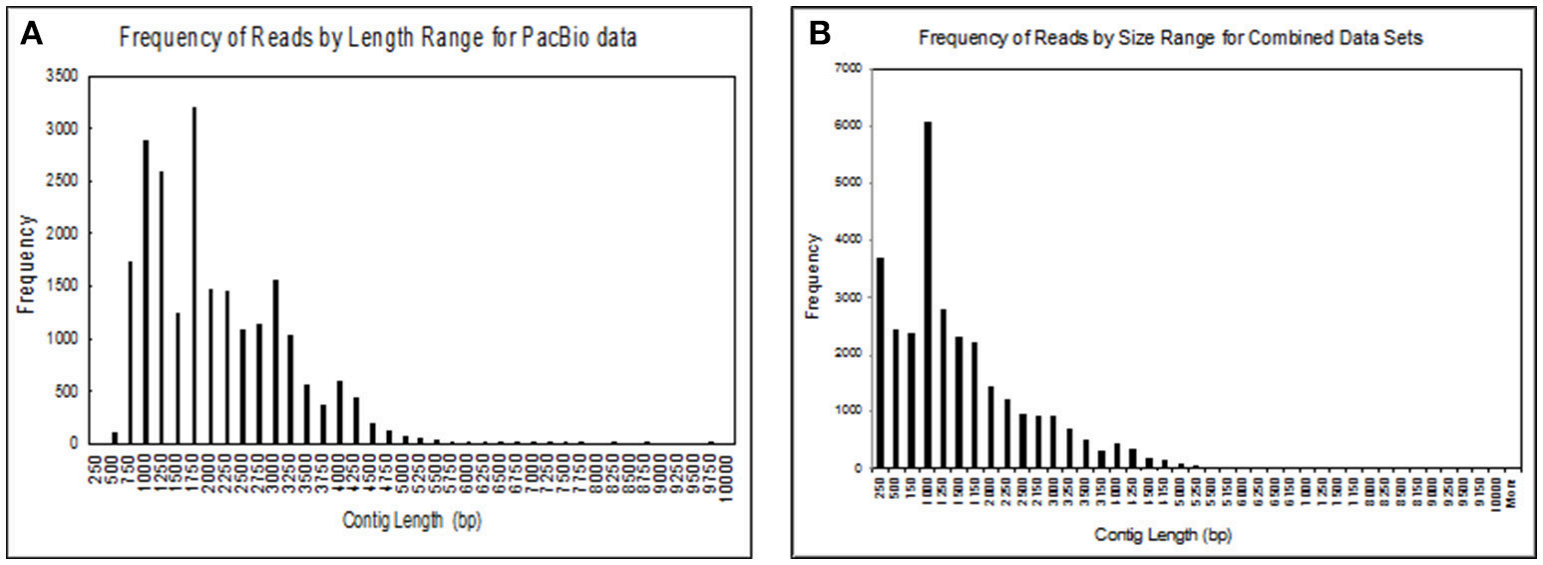
Size distribution of contigs obtained from **(A)** sequences obtained from the Pac Bio instrument for brain, liver, gut, testes, heart, gill, head kidney, and trunk kidney from one male fathead minnow; **(B)** assembled sequences from the PacBio data with several Illumina RNAseq datasets including the one performed in this study. The assembled sequences include transcripts from male and female fathead minnows obtained in various other experiments.

In preparing libraries of cDNA for sequencing by the PacBio instrument, it is possible to use barcodes to identify sequences from different tissues. However, in the present investigation, due to cost, we decided to pool RNAs from a variety of tissues and used a strategy that would ensure some long reads. Also, we wanted to enhance sequences that may lead to the identification of splice variants, as the PacBio is the ideal Next Gen sequencer for this purpose (48). For this work, we used a single adult male FHM, to prevent confounding by single polymorphic sequences from a population of fish (Manuscript in preparation).

### Tissue-specific transcriptome information for FHM

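The fathead minnow is a small cyprinid fish that is widely used to test chemicals for toxicity. RNA was sequenced from the liver, the gut and a pair of brain regions, the hypothalamus, which controls hormone release through the pituitary, and the telencephalon, the front part of the forebrain. There were 12 libraries, 3 per tissue, which the sample labels number as replicates 1 to 3 in each tissue. The paper describes 3 individual males from which these tissues were taken, and libraries with the same number varied together across tissues, so the number was read as the fish. Each library has a list of contigs, the assembled sequences that serve as transcripts here, with the number of reads the authors counted on each. The authors trimmed the reads, mapped them with bowtie 2, removed potential PCR duplicates, kept uniquely mapped reads and counted them with their own scripts. The counts are not normalized, and contigs with no read are left out of a library's list, so they were set to 0. The total per library was 19301093 to 20801155 counts in gut (median 19630572), 14546298 to 16721570 in liver (median 15752594), 18845704 to 22589095 in hypothalamus (median 20950303) and 17729942 to 21463583 in telencephalon (median 19848349). The most abundant contigs took a larger part of the liver and gut libraries than of the brain libraries. The 10 highest contigs held 20.0 ± 1.22% of the counts in liver (SD, n = 3), 13.8 ± 0.811% in gut, 9.41 ± 1.499% in hypothalamus and 8.28 ± 0.653% in telencephalon. Counts were therefore scaled with edgeR's TMM factors, which were 0.616 to 0.682 in liver, 0.917 to 0.937 in gut, 1.13 to 1.40 in hypothalamus and 1.28 to 1.37 in telencephalon. This choice raises liver values relative to brain values, and its effect is given beside the counts of differing contigs. The contigs carry assembly names and no gene names, so levels are reported for tissues and contigs and not for genes.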

We performed RNA-seq on hypothalamus, telencephalon, liver and gut of three different adult male FHMs to evaluate tissue-specific expression of genes. For a review of RNA-seq methodologies, please see Bayega et al. (49). 

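Liver and gut each had many contigs at a higher level than in every other tissue, and these took up a large part of their RNA. In liver, 2400 contigs were higher than in gut, hypothalamus and telencephalon alike, and they held 55.4% of the liver counts. In gut, 2317 contigs were higher than in each other tissue and held 37.8% of the gut counts. Few contigs were called higher in either brain region than in each other tissue, a call that needs a difference from the other brain region. In data simulated for hypothalamus against telencephalon, the test used here found 22 of 50 contigs changed 4-fold and 1 of 50 changed 2-fold. Smaller differences between the regions can therefore be missed. In hypothalamus 81 contigs (0.967% of its counts) and in telencephalon 85 contigs (1.29%) were higher than in each other tissue, while 5329 contigs were higher in both brain regions than in gut and in liver and held 38.6% of the brain counts. A further 2284 contigs were higher in gut and in liver than in both brain regions. Near-complete restriction was rarer. A mean of at least 50 counts in a single tissue, with at most 5 counts in every library of the other 3 tissues, was found for 93 contigs in gut, 68 in liver, 5 in hypothalamus and 6 in telencephalon. For 607 contigs the mean was at least 50 counts in both brain regions with at most 5 counts in every gut and liver library, and for 54 contigs it was at least 50 in gut and in liver with at most 5 in every brain library. These limits are raw counts. After TMM scaling, 3 counts were 0.291 to 0.302 CPM in liver, 0.157 to 0.167 in gut and 0.102 to 0.131 in the brain libraries. The same limits thus ask for a higher level in liver and a lower one in brain, so these numbers cannot be compared directly between tissues. A contig was called higher than in each other tissue when its adjusted p was under 0.05 in all comparisons of its tissue (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each pair of tissues fitted alone). These comparisons share libraries. Counts simulated without any difference between tissues gave 0 such contigs for each tissue. That simulation does not cover contigs that differ from only some of the other tissues. It drew libraries independently, with the spread estimated after allowing for the replicate number. Independent lists of the same sizes would overlap in 109 contigs for gut, 74.0 for liver, 3.58 for hypothalamus and 4.87 for telencephalon. Because the lists share libraries, they are not independent, and a larger overlap is no evidence by itself. With one replicate number left out of every tissue, the counts were 983 to 1912 in gut and 1098 to 1683 in liver, both lowest without replicate 2 (1265 and 1359 without replicate 3), and 0 to 6 in hypothalamus and 0 to 3 in telencephalon. With the replicate number as a block, 154 contigs in hypothalamus and 145 in telencephalon passed, edgeR's exact test gave 190 and 194 and DESeq2 300 and 291, scaling by library size alone gave 1387 in liver, and leaving out hypothalamus replicate 2, a library that stood apart, gave 136 in telencephalon.

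**Figure D1:**
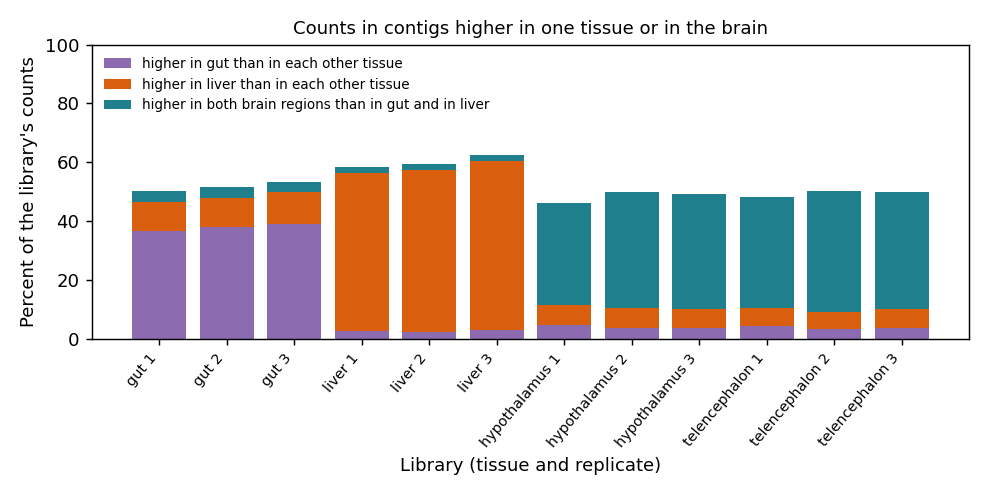
Percent of each library's counts (vertical axis) in contigs higher in gut than in each other tissue, higher in liver than in each other tissue, and higher in both brain regions than in gut and in liver, stacked for each of the 12 libraries (horizontal axis). The liver-high part is 53.8 to 57.5% in liver and 5.85 to 6.87% in the brain libraries, and the brain-high part is 34.7 to 41.0% in the brain libraries.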

As expected, each of the tissues, composed of different cell types, showed specific expression fingerprints. Overall, the RNA aligned to 30,378 different putative transcripts in our database. 

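Reads were found on 46309 contigs in at least 1 of the 12 libraries. Most of these were shared between tissues: 38154 contigs had a count in every tissue, and 27894 had a count in every library. Counts in a single tissue only were seen for 607 contigs in gut, 351 in liver, 677 in hypothalamus and 709 in telencephalon. Counts in 1 library only were seen for 1883 contigs, so most of these single-tissue contigs rest on 1 library. Per library, 38046 to 38295 contigs had a count in gut, 35656 to 36005 in liver, 38922 to 40462 in hypothalamus and 39987 to 40543 in telencephalon, so the liver libraries, which were also the smallest, had the fewest. Requiring at least 50 counts in at least 1 library left 29333 contigs. The contigs came from several sources. Those assembled with the Paracel assembler numbered 21719 and held 82.7% of all counts, 11230 were expressed sequence tags with 6.97% of the counts, 8247 were unassembled single sequences with 4.25%, and 4701 were PacBio isoforms with 5.66%. Several contigs can belong to a single gene, so these numbers count sequences and not genes.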

Transcript copies ranged from 0 to 600,000 copies. 

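The most abundant contig was the same in every brain library. Contig FHM_All_PTA_Assem.1931.CB1 had 498695 to 811130 counts in the hypothalamus libraries and 521405 to 556372 in the telencephalon libraries, and the highest of these, in hypothalamus replicate 2, was 3.59% of that library. The highest count in a gut library was 694344, on contig FHM_All_PTA_Assem.750.C1 in gut replicate 3, and the highest in a liver library was 583249, again on FHM_All_PTA_Assem.1931.CB1, in liver replicate 2. As means over the 3 libraries, the top contig reached 632720 counts in hypothalamus, 567709 in gut, 537952 in telencephalon and 529715 in liver. The contigs are named as the highest of their libraries and were chosen after their values were seen.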

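More contigs had a mean above 50 counts in the brain regions than in gut and liver. The contigs with a mean above 50 counts numbered 18707 in gut, 13958 in liver, 22831 in hypothalamus and 22681 in telencephalon, and they held 98.0 to 98.6% of each tissue's counts. Over these contigs the mean was 1101 ± 77.5 counts in liver (SD between libraries, n = 3), 1048 ± 41.8 in gut, 898 ± 83.4 in hypothalamus and 855 ± 81.1 in telencephalon. The medians were far lower, 196 counts in liver, 234 in gut, 281 in hypothalamus and 272 in telencephalon. Over the contigs with a mean of at most 50 counts, the mean was 9.48 ± 0.296 counts in liver, 10.9 ± 0.432 in gut, 12.3 ± 2.345 in hypothalamus and 12.1 ± 1.60 in telencephalon. Over all contigs with a count in any library, the mean was 430 ± 17.0 counts in gut, 338 ± 23.5 in liver, 449 ± 40.5 in hypothalamus and 425 ± 40.4 in telencephalon. The differences between gut and the brain regions in this last mean were smaller than the SD within hypothalamus. All of these are raw counts, so the smaller totals of the liver libraries enter them.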

The mean number of copies of mRNAs in our sampling per tissue ranged from 80 to 266 when sequences with >50 hits were excluded. This is an arbitrary cut off, as some genes with important cellular functions may be expressed with lower copy number, but we think it is a reasonable cut off as estrogen receptor 2b (esr2b) ranged from 243 counts in the telencephalon to 2,517 counts in the liver, values similar to those published by Filby and Tyler using real time qPCR in adult male fathead minnows (50) Similarly, esr2a ranged from 35 in the telencephalon to 195 in the gut, relative values again similar to published data. Additionally, there were very low number of hits in males for esr1. Published data indicates that esr1 should be high in the liver of males and not found in the other tissues (50) and while we also found that to be the case in our study, the number of hits were well below our cutoff of 50 hits per gene. Pairwise comparisons were made for each tissue for all transcripts that were measured in at least 2 replicates of at least 1 tissue (Supplementary Figure 1). Overall, 28,616 transcripts met the requirements for statistical testing in DEB. Of those, 12,610 transcripts were not changed in any of the tissues. These are likely important housekeeping genes that are essential for all tissues. 

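The filter of a count in at least 2 replicates of at least 1 tissue left 42878 contigs, which were tested in every pair of tissues. It removed 3431 contigs that held 0.0155% of all counts. Contigs with a count in at least 2 libraries of the tissue itself numbered 38342 in gut, 35917 in liver, 40149 in hypothalamus and 40380 in telencephalon. Of the tested contigs, 20719 were Paracel assembly contigs, 9806 were expressed sequence tags, 7563 were single sequences and 4456 were PacBio isoforms.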

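Most contigs that differed in no comparison had few counts, and a smaller set had a mean of at least 50 counts in every tissue. Of the tested contigs, 19192 (44.8%) had an adjusted p of at least 0.05 in all 6 comparisons (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and they held 12.8% of all counts. Of these, 3445 had a mean of at least 50 counts in every tissue, which is 28.8% of the 11974 contigs expressed at that level in every tissue, and 2917 of them had tissue means within 2-fold of each other after TMM scaling. In contrast, 12265 had a mean under 50 counts in every tissue, 6774 had a mean under 10 counts in every tissue, and 2973 had no count in at least 1 tissue. The median contig of the unchanged group had a mean of 14.8 counts per library, against 155 counts for the 23686 contigs that differed in at least 1 comparison. An adjusted p above the threshold does not show equal levels. At a few counts per library a difference may not be detectable, which was not tested by count level. The number depended on the test and the filter, with 9629 contigs by DESeq2, which gave no adjusted p in at least 1 comparison for a further 7806, 10992 with edgeR's own expression filter and 6100 among contigs with at least 50 counts in at least 3 libraries.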

The number of significantly different transcripts varied by tissue and were 200 for hypothalamus to telencephalon (Supplementary Figure 1A), 11,282 transcripts comparing the hypothalamus to liver (Supplementary Figure 1B), 10,775 transcripts comparing the liver to telencephalon (Supplementary Figure 1C), 10,816 for the gut to telencephalon (Supplementary Figure 1D), 6,237 for gut to hypothalamus (Supplementary Figure 1E), and 10,143 for gut to liver (Supplementary Figure 1F). 

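The brain regions were close to each other, and each differed from gut and liver in many contigs. Between hypothalamus and telencephalon 205 contigs differed, 108 higher in the hypothalamus and 97 higher in the telencephalon. In data simulated for this comparison, with 200 changed contigs, the test made 21 false calls beside 116 true ones, so some of the 205 calls can be false. The simulation held no variation shared by libraries of one replicate number. The telencephalon differed from gut in 17803 contigs (8102 higher in gut, 9701 higher in telencephalon) and from liver in 16641 (7131 higher in liver, 9510 higher in telencephalon). The hypothalamus differed from gut in 13060 contigs (5367 higher in gut, 7693 higher in hypothalamus) and from liver in 12868 (4940 higher in liver, 7928 higher in hypothalamus). Gut and liver differed in 8473 contigs, 4611 higher in gut and 3862 higher in liver. Many of the differences called were large, though small differences can be missed by the test. A change of at least 10-fold was estimated for 49 of the contigs that differed between the brain regions, 2909 of those between gut and liver and 6885 of those between liver and telencephalon. Among the strongest, contig FHM_All_PTA_Assem.19916.C1 had 3750, 4975 and 4174 counts in the gut libraries and 0 in every telencephalon library, at least 6380-fold higher in gut (a floor of 3 counts over the group; edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 6.72e-06). Contig FHM_All_PTA_Assem.565.C14 had 2807, 2197 and 2788 counts in liver and 0 in telencephalon, at least 7140-fold higher in liver (adjusted p = 1.06e-05, same edgeR test). Contig FHM_All_PTA_Assem.631.C2 had 7022, 5723 and 3656 counts in gut and 0 in liver, at least 2870-fold higher in gut (adjusted p = 0.000119, same edgeR test). Contig FHM_All_PTA_Assem.16112.C1 had 696, 1212 and 791 counts in hypothalamus and 0 in liver, at least 341-fold higher in hypothalamus (adjusted p = 8.5e-05, same edgeR test). Between the brain regions, contig Singlet_518 had 189, 173 and 282 counts in hypothalamus and 0 in telencephalon, at least 207-fold higher, and contig FHM_All_PTA_Assem.14049.C1 had 2189 counts over the hypothalamus libraries and 1 over the telencephalon libraries, a ratio of 2120 (95% exact binomial counting interval 379 to 83600). Contig FHM_All_PTA_Assem.13637.C1 had 558, 3158 and 846 counts in telencephalon and 3 over the hypothalamus libraries, a ratio of 1570 (counting interval 538 to 7630). Their adjusted p were 0.0134, 0.0033 and 0.0121 (same edgeR test), and each rose above 0.05 without telencephalon replicate 3, to 0.0775, 0.0509 and 0.0775. The adjusted p of Singlet_518 also rose to 0.0673 without hypothalamus replicate 1, 0.0695 without hypothalamus replicate 3 and 0.0706 without telencephalon replicate 2, and that of FHM_All_PTA_Assem.13637.C1 to 0.0707 and 0.0883 without hypothalamus replicates 1 and 3 (same edgeR test). Intervals and floors cover counting error only. Scaling by library size alone, without TMM, moved the direction of the calls. It placed 16.4% rather than 42.9% of the contigs that differed between liver and telencephalon higher in liver, 27.6% rather than 45.5% higher in gut against telencephalon, 27.3% rather than 41.1% higher in gut against hypothalamus, 83.7% rather than 61.6% higher in hypothalamus against liver, and 77.6% rather than 54.4% higher in gut against liver. The median log2 difference over contigs with a mean of at least 50 counts in either tissue then moved by -1.125 for liver against telencephalon, -0.59 for gut against telencephalon, -0.48 for gut against hypothalamus, 0.99 for hypothalamus against liver and 0.58 for gut against liver, each coded as the first tissue minus the second. Between hypothalamus and telencephalon, the paired fit with the replicate number as a block (replicate block) gave 375 contigs, edgeR's exact test 515 and DESeq2 848, and leaving out 1 library gave 57 without hypothalamus replicate 1, 296 without hypothalamus replicate 2, 44 without hypothalamus replicate 3, and 37, 10 and 3 without telencephalon replicate 1, 2 and 3. More of them were then higher in telencephalon without hypothalamus replicate 2, with 137 higher in hypothalamus and 159 in telencephalon, and without telencephalon replicate 1, with 15 and 22. Gut against liver gave 5320 without gut replicate 2.

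**Figure D2:**
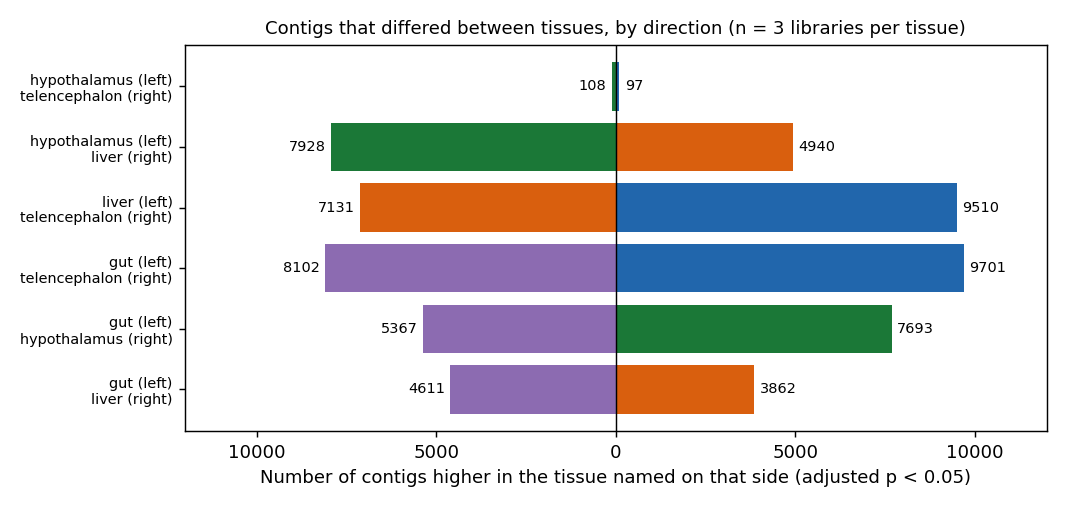
Number of contigs with an adjusted p under 0.05 (horizontal axis) in each pair of tissues (vertical axis), with bars to the left for contigs higher in the tissue named first and to the right for those higher in the tissue named second. The bars of the brain regions, 108 and 97, are the shortest, and those of gut and telencephalon, 8102 and 9701, are the longest together.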

Comparison of expressed genes in the four tissues analyzed is shown in Figure 3. It is clear from this heatmap that the telencephalon and hypothalamus share the most expressed genes, with the three biological samples intermingling in the figure, while the gut and the liver are quite distinct. 

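Libraries of the brain regions were close to each other and far from gut and liver. Across contigs with at least 50 counts in at least 3 libraries, the mean Pearson r of log2(CPM + 1) was 0.921 between hypothalamus and telencephalon libraries (range 0.866 to 0.969 over 9 pairs), 0.903 within hypothalamus (0.885 to 0.922 over 3 pairs) and 0.947 within telencephalon (0.936 to 0.968). Pairs within a region always come from different fish. Between the regions, the 6 pairs with different replicate numbers gave 0.908 (0.866 to 0.949), below the mean within telencephalon and not below that within hypothalamus, and the 3 pairs with the same number gave 0.948. Gut and liver gave 0.694 (0.669 to 0.733), below 0.945 within gut and 0.933 within liver. Gut gave 0.464 with hypothalamus and 0.435 with telencephalon, and liver 0.451 and 0.425. These are correlations across contigs, which are not independent replicates. Average-linkage clustering over the 2926 contigs with a log2 range above 5 placed the 3 gut libraries in a group, the 3 liver libraries in a group, and all 6 brain libraries in a single group in which the regions were mixed. Hypothalamus replicate 1 joined telencephalon replicate 1 (r = 0.969), telencephalon replicates 2 and 3 joined each other and then hypothalamus replicate 3, and hypothalamus replicate 2 followed. Gut joined liver before either joined brain. Hypothalamus replicate 2 had the lowest mean correlation with the other brain libraries, 0.894, against 0.918 to 0.937 for the others. It had 719 contigs at least 4-fold below all other brain libraries, against 0 to 4 for each of the others. Without telencephalon replicate 1, the remaining telencephalon libraries formed a group of their own, so that 3 tissues did. Over all contigs with a count in 2 replicates of a tissue, r rose to 0.672 for gut with telencephalon and 0.645 for liver with telencephalon. CPM was used here because contig lengths were not available for FPKM, the unit of the paper's heat map. From the heat map of Figure 3, the paper reasons that telencephalon and hypothalamus, whose biological samples intermingle, share the most expressed genes, and that gut and liver are distinct.

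**Figure D3:**
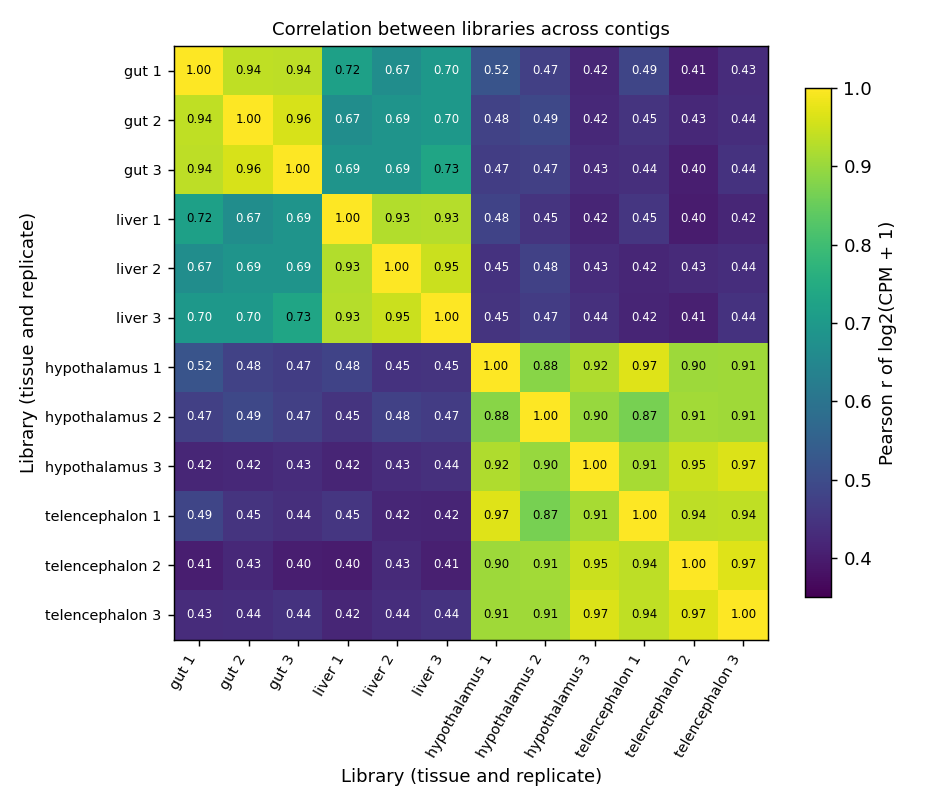
Pearson r of log2(CPM + 1) across contigs (colour scale, with the value printed in each cell) between all pairs of the 12 libraries, ordered by tissue and replicate on both axes. The brain libraries form a block of values from 0.866 to 0.969, and gut with liver one from 0.669 to 0.733.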

A recently published study mapping the human proteome also found lower correlations between brain and digestive tissues and higher correlations between liver and digestive tissues when investigating transcript expression (4).

**Figure 3:**
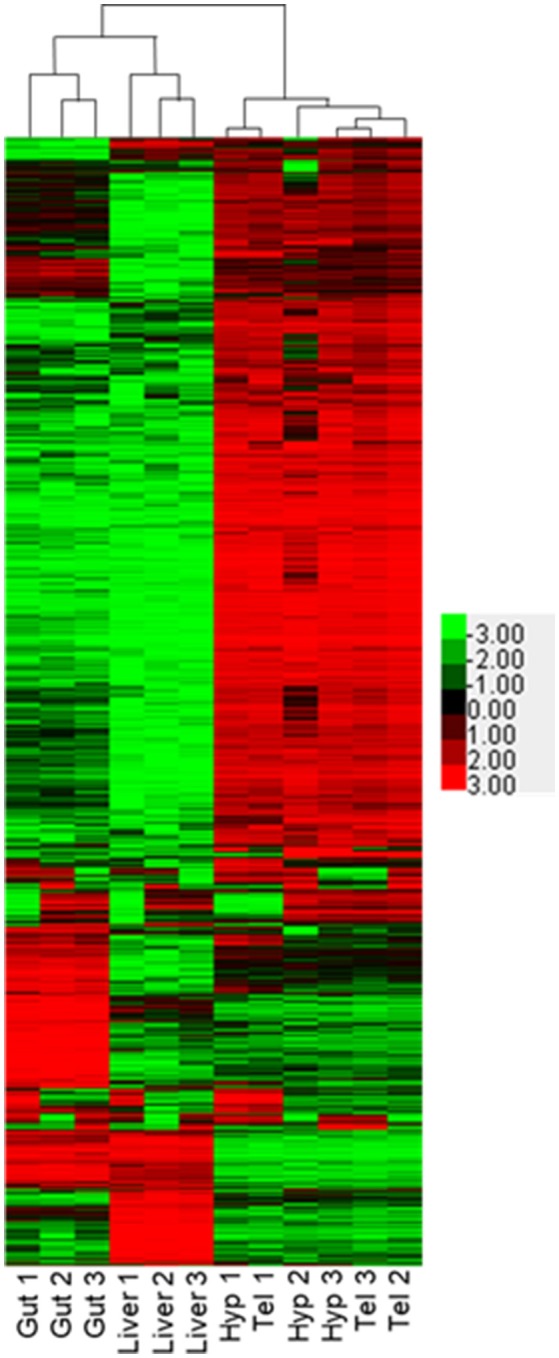
Comparison of transcriptional profiles for gut, liver, hypothalamus, and telencephalon. Heat map depicts Log2 (FPKM) of transcripts identified with at least 50 counts in at least three samples and a Max Value-Min Value >5. Hierarchical clustering was performed using Cluster 3.0 and visualized using Java Treeview.

A better and more holistic approach to analyzing the data is to compare subnetworks of genes involved in cellular processes for each of the tissues (Tables 2–**5**, Supplementary Tables 2–5). To do this, FHM transcripts were converted to human homologs, and transcripts that shared the same human homolog were summed. Transcript counts were normalized to the hypothalamus to compare to the proteomics data. Transcripts that were expressed at least 2-fold higher than in the hypothalamus were imported into PathwayStudio^TM^ for SNEA.

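The gut and the liver had many contigs above the hypothalamus and the telencephalon had few. Of contigs with a mean of at least 50 counts in gut or hypothalamus and a count in gut, 5834 of 25075 (23.3%) had a mean TMM-scaled CPM in gut at least 2-fold that in hypothalamus, including 63 with no count in hypothalamus. In liver the number was 4823 of 23864 (20.2%), including 42 with no count in hypothalamus. In telencephalon it was 632 of 23802 (2.66%), with 0 lacking a count in hypothalamus. A 2-fold ratio of means is not a test of the difference. Of these contigs, 4501 in gut and 3835 in liver also passed the pairwise test in that direction, but only 94 in telencephalon. In the other direction, the hypothalamus was at least 2-fold above gut for 8112 contigs, above liver for 9129 and above telencephalon for 812. The telencephalon number was 1722 without hypothalamus replicate 3, 1210 without hypothalamus replicate 1 and 1180 with a floor of 10 counts. Without a floor the numbers were 9989 in gut, 9560 in liver and 3004 in telencephalon, and scaling by library size alone gave 2848 in liver. The authors' summing of transcripts by human homolog needs gene names and is not part of these counts.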

**Table 2:** Subnetwork enrichment analysis of gene sets specific for the gastrointestinal tract.

**#**	**Total # of neighbors**	**# of measured neighbors**	**Gene set seed**	**Median change**	***p*-value**
1	215	50	Intestinal absorption	15.92	2.85E-07
2	122	17	Gut development	31.84	1.19E-05
3	72	18	Lipid absorption	47.80	5.68E-05
4	139	27	Lipid export	19.38	2.99E-04
5	102	19	Bile secretion	29.33	3.77E-04
6	155	18	Lipoprotein metabolism	15.17	8.50E-04
7	44	10	Gastrointestinal system absorption	106.84	8.68E-04
8	66	16	Drug transport	29.33	1.33E-03
9	47	9	Gastrointestinal system digestion	115.65	1.45E-03
10	573	47	Energy homeostasis	6.83	1.71E-03
11	209	19	Transcytosis	8.63	1.85E-03
12	100	15	Intestine function	29.33	1.96E-03
13	245	22	Fluid secretion	7.26	2.00E-03
14	159	22	Intestine barrier	23.44	2.13E-03
15	55	13	Gallstone formation	31.43	2.68E-03

As expected, SNEA revealed tissue-specific enrichment of cellular processes relevant to known functions of each tissue. For example, 76 cellular processes had a *p*-value < 0.05 in the gut, including intestinal absorption, gut development, lipid absorption, gastrointestinal system absorption, and gastrointestinal system digestion (Table 2). In the liver, 48 cellular processes had *p*-values < 0.05 including fibrinolysis, liver development, hepatic regeneration, glycogenesis and glycogen degradation, and liver metabolism (Table 3). For the hypothalamus, 100 cellular processes had *p*-values < 0.05 and are involved in a myriad of processes such as neuron and brain development, nervous system development, neurogenesis, axon cargo transport, locomotion, neuroimmunomodulation, pituitary gland function and hormone generation, transmission of nerve impulse and nerve regeneration and potential, and neuroprotection and neurotransmitter uptake (Table 4), underscoring the importance of this part of the brain in controlling multiple organs and their functions. Finally, only 16 cellular processes in the telencephalon had *p*-values < 0.05 (Table 5) and included neuron development, neurogenesis, axogenesis, stem cell proliferation, neuron differentiation, and neuronal plasticity. As expected, there was a lot of overlap between the hypothalamus and the telencephalon, but discrete differences could also be identified.

**Table 3:** Selected subnetwork enrichment pathways for the liver.

**#**	**Total # of neighbors**	**# of measured neighbors**	**Gene set seed**	**Median change**	***p*-value**
1	174	18	Fibrinolysis	81.23	6.46E-06
2	78	15	Blood clot lysis	81.23	7.66E-06
3	242	13	Neutrophil chemotaxis	215.03	3.36E-04
6	158	16	microcirculation	25.18	3.01E-03
8	81	8	Sex maturation	90.17	3.17E-03
13	330	26	Liver development	17.51	1.13E-02
21	438	40	Hepatic regeneration	9.67	1.66E-02
22	409	23	Tissue remodeling	13.26	1.72E-02
30	325	12	Immunomodulation	47.50	2.81E-02
31	631	41	Fertilization	8.51	3.11E-02
33	129	11	Leukocyte accumulation	10.00	3.41E-02
34	52	8	Glycogenesis	70.15	3.45E-02
37	106	10	Glycogen degradation	9.45	3.73E-02
44	228	31	Liver metabolism	7.90	4.64E-02
46	72	11	Lipid absorption	7.90	4.73E-02

**Table 4:** Selected subnetwork enrichment pathways for the hypothalamus.

**#**	**Total # of neighbors**	**Overlap**	**Percent overlap**	**Gene set seed**	***p*-value**
4	319	7	2	Neuron development	6.03E-05
5	1,100	12	1	Brain development	1.31E-04
9	1,017	11	1	Nervous system development	2.78E-04
12	1,405	13	0	Neurogenesis	3.36E-04
15	338	6	1	Axon cargo transport	6.46E-04
16	951	10	1	Locomotion	6.76E-04
30	16	2	11	Neuroimmunomodulation	1.26E-03
32	159	4	2	Pituitary gland function	1.56E-03
35	887	9	1	Transmission of nerve impulse	1.64E-03
36	19	2	10	Olfactory bulb development	1.75E-03
37	430	6	1	Nerve regeneration	2.21E-03
52	106	3	2	Nerve potential	4.53E-03
87	944	8	0	Neuroprotection	8.77E-03
94	49	2	4	Neurotransmitter uptake	1.06E-02
95	50	2	3	Hormone biosynthesis	1.10E-02

**Table 5:** Selected subnetwork enrichment pathways for the telencephalon.

**#**	**Total # of neighbors**	**# of measured neighbors**	**Gene set seed**	**Median change**	***p*-value**
1	264	10	Neuron development	9.19	2.23E-03
2	105	7	Forebrain development	6.26	3.31E-03
3	1,129	21	Neurogenesis	3.31	5.76E-03
4	182	7	Cell fate specification	3.80	2.08E-02
5	425	9	Axonogenesis	4.01	2.23E-02
6	2,002	26	Transcription activation	3.31	2.36E-02
7	492	9	Stem cell proliferation	2.37	3.51E-02
8	136	5	Neurulation	6.26	3.57E-02
9	478	6	Organogenesis	4.30	3.68E-02
10	471	8	Neuronal migration	5.87	4.04E-02
11	5,848	63	Cell differentiation	2.77	4.17E-02
12	346	7	Axon guidance	3.38	4.23E-02
13	207	10	Neuron differentiation	2.82	4.34E-02
14	6,886	62	Cell proliferation	2.61	4.83E-02
15	1,107	23	Cell fate	2.42	4.86E-02
16	446	6	Neuronal plasticity	7.95	4.89E-02

Although we did not detect mRNA or proteins for all nuclear receptors, we were able to predict which nuclear receptors and transcription factors would be expected to regulate downstream gene expression in each tissue, using the RNA-seq results in a more holistic, network-based approach. Lack of detection of nuclear receptors is a common result due to their poor stoichiometry and this supports the use of network-based analyses to delineate nuclear receptor-mediated signaling mechanisms. We also identified upstream regulatory targets, including transcritption factors and signaling pathway components, that were likely to drive the expression of the genes that were highly expressed in each tissue (Fold Change > 2). A list containing all of the gene symbols and names for transcriptional regulators identified is available in supplemental information (Supplementary Table 6). For the gut tissue, 79 expression targets were identified (Figure 4A), 49 expression targets were identified in the liver tissue (Figure 4B), and there were 106 combined expression targets for the hypothalamus and telencephalon (Figure 4C). The liver and gut shared more expression targets (17) than either the liver and brain (2) or the gut and brain (2). Only two expression targets were shared among all tissues, which were two isoforms of fibroblast growth factor (FGF), a mediator of differentiation and development of numerous cell types throughout the body (51). Interestingly, in the gut and liver, the majority of the upstream regulatory targets were nuclear transcription factors (48% gut, 47% liver, 31% brain); however, in the brain a higher proportion of the upstream regulatory targets were extracellular proteins and ligands (18% for gut and liver and 27% for brain), or membrane receptors (26% gut, 22% liver, 38% brain). These data are intriguing given the growing appreciation for the importance of membrane receptors and endocrine ligands and their signaling mechanisms in the brain, particularly for neuroendocrine functions and responses to endocrine modulators such as ethinylestradiol or levonorgestrel (28, 52).

**Figure 4:**
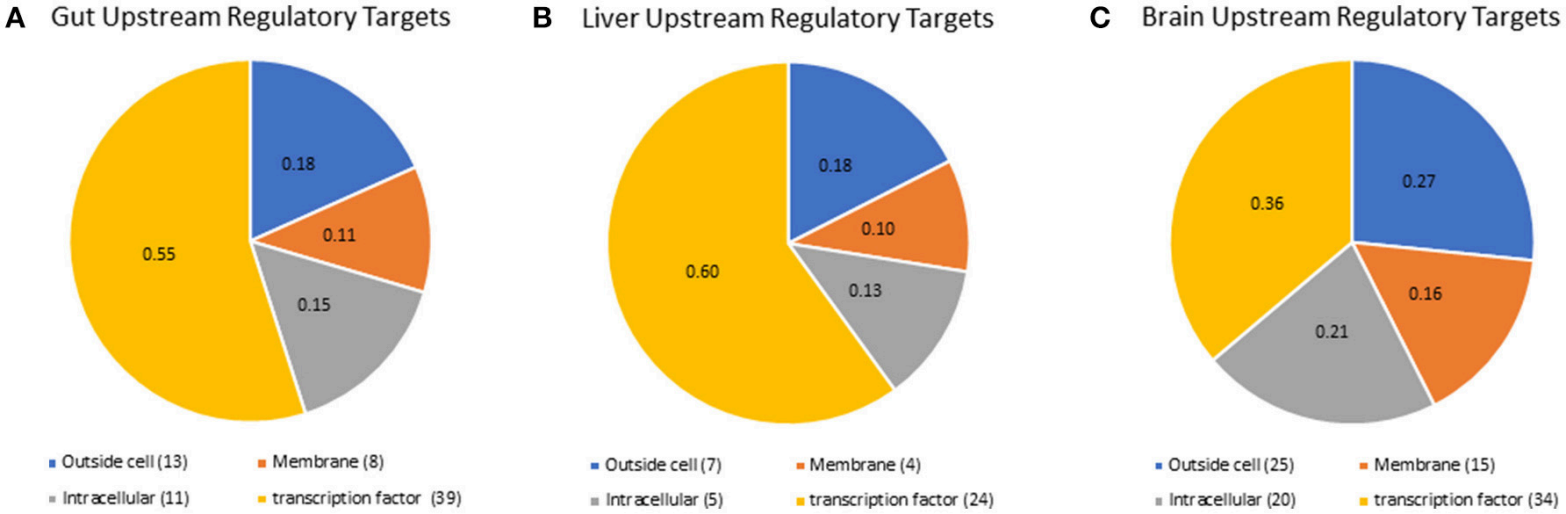
Pathway studio representation of expression targets identified for **(A)** gut, **(B)**, liver, and **(C)** brain. All of the expression targets identified in any tissue were mapped by pathway studio to their cellular location by the GO categories. The ID's for the expression targets are found in Supplementary Table 6.

### Confirmation of RNAseq transcript data with quantitative PCR

Results from qPCR analysis of select tissue specific transcrips indicated good agreement between RNAseq data and qPCR. RNAseq data indicated that Peptide transporter 1 (*pept1*), a transporter that is responsible for moving small polypeptides from the gastrointestinal lumen into the gastrointestinal system, was highly expressed (>200 fold) in the gastrointestinal tissues, when compared to all other tissues (36). Results from the qPCR analysis confirmed this finding with a >50 fold increase in expression in the gastrointestinal tissue (Figure 5A). Expression of estrogen receptor 2b (*esr2b*) was found to be highest in the liver tissues, followed closely by the gut tissue, with much lower expression in the brain tissues, which was mirrored by the qPCR data (Figure 5B) and as mentioned above by the work of Filby and Tyler (50). Expression of lipoprotein lipase (*lpl*), an enzyme responsible for lipid digestion, was increased 4 fold in the liver when compared to other tissues, which was found to be similar in the qPCR data as well (Figure 5C). Finally, expression of *cyp19a1b* (aromatase b), an enzyme responsible for conversion of testosterone to estradiol, was high in the brain tissues from the RNAseq datasets, with very little expression in the liver and gut (53). These data were also confirmed by qPCR with high levels of expression in the hypothalamus and telencephalon and no detectable levels of expression of this transcript in the liver or gut (Figure 5D).

**Figure 5:**
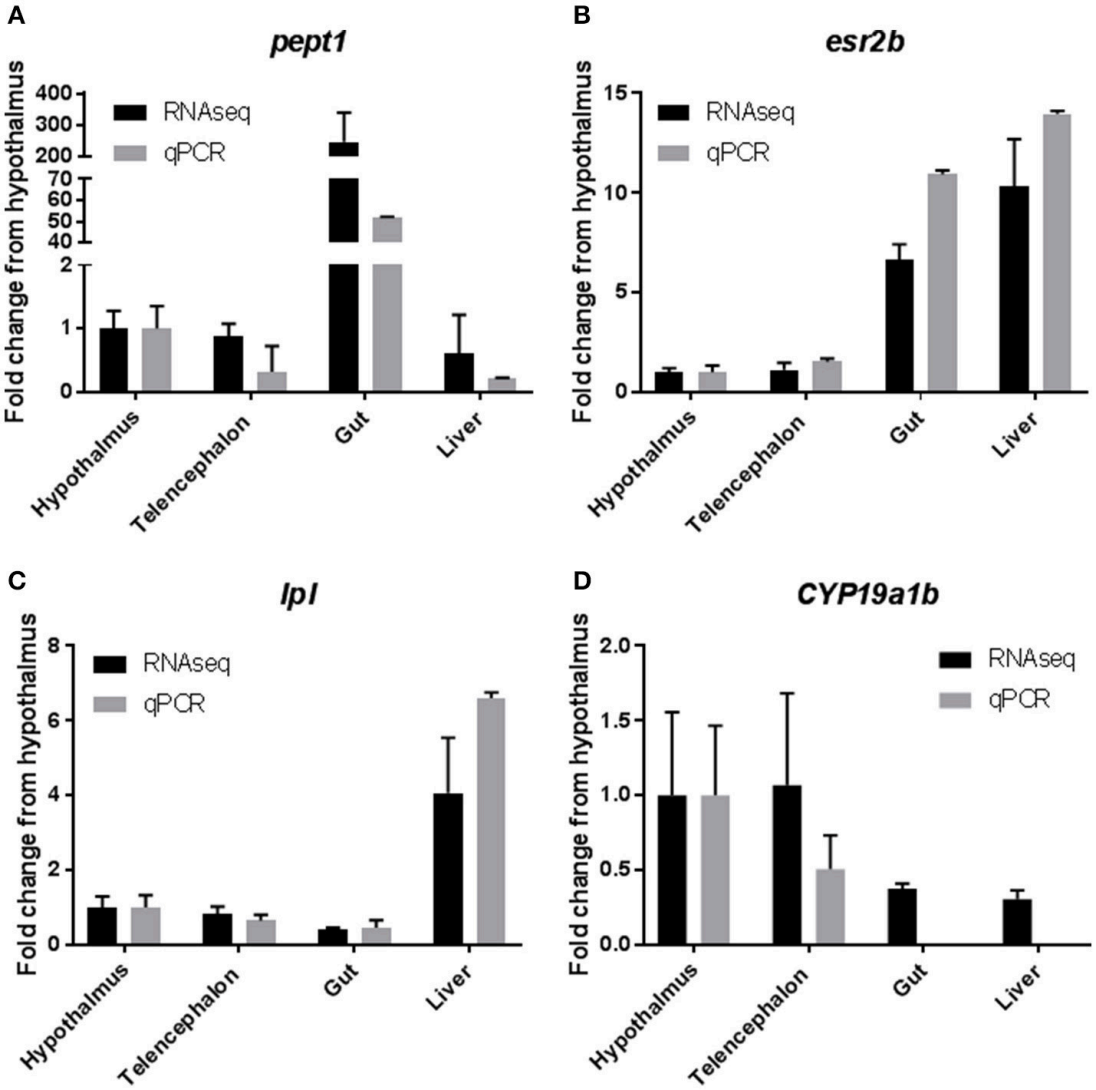
Confirmation of RNAseq results with quantitative PCR. Selected genes from the RNAseq data set were used to confirm the results by qPCR. Results are presented as mean ± standard deviation fold change from the hypothalamus tissue. **(A)** Peptide Transporter 1 (*pept1*). **(B)** Estrogen Receptor 2b (*esr2b*). **(C)** Lipoprotein Lipase (*lpl*). **(D)** Cytochrome P450 19a1b (*cyp19a1b*).

### Tissue-specific protein expression

Protein identification and differential expression were computed using proteomics specific algorithms, such as Protein Pilot. We obtained 150,150 spectra from the 10 protein salt fractions eluted from the SCX column, and we were able to identify 26,396 distinct peptides at a 1% global FDR, which resulted in the identification of 4,045 protein groups at a 1% global FDR. Of note, a tradeoff exists between database comprehensiveness and redundancy. Only 40% of identified protein groups had unambiguous identifications, suggesting a high level of redundancy in the database. This high level of redundancy is expected because the database consists of both FHM and zebrafish sequences (Supplementary Figure 2A), and the peptide dynamic range was calculated by ProteinPilot to span 2.95 orders of magnitude.

Overall, an average of 3,840 (range of 3,838–3,841) proteins were quantified in each tissue (Supplementary Figure 2B). Of those, 69.76% (69.05–69.92%) were supported with enough evidence to calculate a *p*-value testing the hypothesis that differences observed in iTRAQ label ratios were random. The median log ratio for gut tissue was consistent across both replicates; however, there was a bit of variability between the telencephalon (−0.02 and 0.16) and liver (0.09 and 0.33) replicates. Consistency amongst replicates was the highest for the liver and gut, and lowest for the telencephalon (Supplementary Figure 2C).

Correlations between expressed proteins among the tissues is shown in Figure 6. The most similar were the hypothalamus and telencephalon, with an *R*^2^ value of 0.967 (Figure 6A). This was expected as there are small differences in structural proteins among different parts of the brain. Comparing proteins of the gut with the liver shows an *R*^2^ value of 0.467 (Figure 6B). These were the second most similar comparison. There was little similarity between telencephalon and liver (*R*^2^ = 0.089) (Figure 6C) or between telencephalon and gut (*R*^2^ = 0.175) (Figure 6D), underscoring the different functions of these disparate tissues.

**Figure 6:**
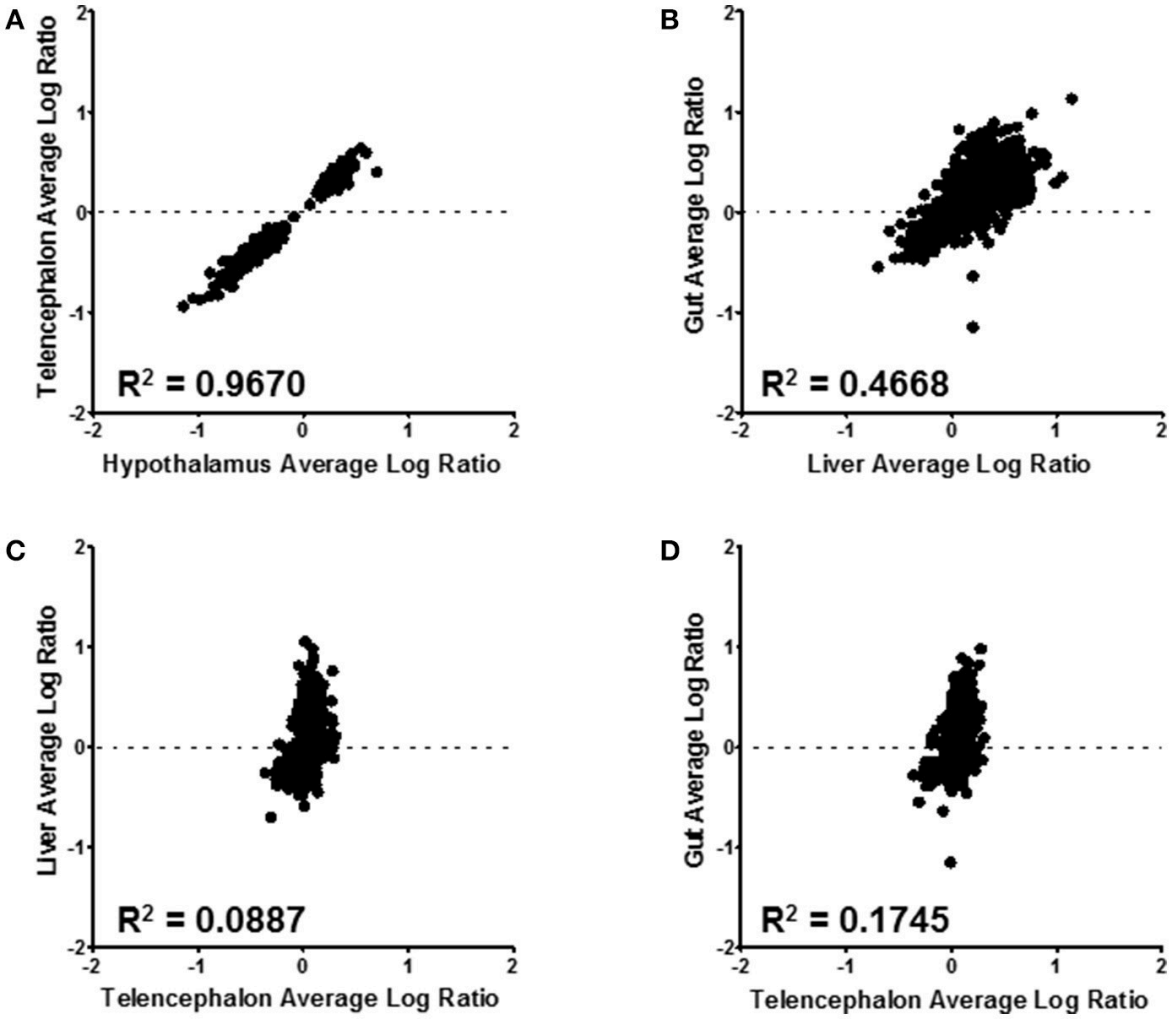
Tissue level comparisons of all confidently quantified protein ratios. All tissue comparisons had a *p*-value ≤ 0.001. Hypothalmus to telencephalon correlation was made by using the liver as the denominator of the ratio calculation **(A)**; while the gut to liver **(B)**, liver to telencephalon **(C)**, and gut to telencephalon **(D)** were made using the hypothalamus as the normalizing tissue. The *R*^2^ value for each correlation is displayed on the corresponding graph.

As previously mentioned, the hypothalamus and telencephalon had a high degree of similarity; however, there were some important differences noted. Specifically, glial fibrillary acidic protein (GFAP) was higher in the telencephalon than in the hypothalamus, while neurofilament medium polypeptide (NEFM) was higher in the hypothalamus. GFAP is an intermediate filament protein that is synthesized only in astrogliocytes in the brain. It provides cytoskeletal structure for these cells and has a critical role in their activation when the brain becomes injured through disease or from traumatic brain injury (54). Our data suggests that there may be more astroglial cells in the telencephalon than in the hypothalamus. NEFM is a member of the neurofilament family consisting of light, medium and heavy neurofilaments. These are the major structural components of axons (55) and are responsible for the radial growth of the axon. It is clear now that NEFM respond to a myelin signal, probably through a phosphorylation cascade (55). Our results suggest that in fathead minnows, the hypothalamus contains more long axons than the telencephalon. This may facilitate longer-range interactions between neurons.

SNEA analysis was clearly able to differentiate tissue-specific biological functions enriched with the proteins identified in the iTRAQ experiment. In the gut, 37 subnetworks were found to be enriched including intestinal barrier, intestine function and lipid adsorption (Supplementary Table 7). In the liver, 37 subnetworks were identified including detoxification, xenobiotic clearance, liver metabolism, and liver function (Supplementary Table 8). The genes that were higher in the telencephalon and hypothalamus were combined into a single list for the brain, which was used for SNEA. The analysis identified over 100 subnetworks including neurotransmitter secretion, synaptic transmission, regeneration, and brain function (Supplementary Table 9).

### Comparison of RNA-seq with proteomics

Pairwise comparisons were made to investigate the level of agreement between transcript log ratios obtained from RNA-seq and protein log ratios obtained from iTRAQ. The pairwise comparisons made at human homolog level are shown in Figure 7. We had expected to see a positive correlation for each entity between RNA-seq and proteomics for each tissue, but, as can be observed, this is not the case for all genes. A positive log ratio for RNA expression, with a negative log ratio for proteins was not observed in any tissue. In the telencephalon, most log ratios are close to zero as there were few differences from the hypothalamus detected by either RNA-seq or iTRAQ. In the liver, about half (59%) of the genes were in agreement, while the other half had positive protein log ratios and negative RNA log ratios. In the gut, 69% of the genes were in agreement and only 31% had positive protein log ratios and negative RNA log ratios. The slopes of the regression lines are 0.662 (R^2^ = 0.2912), 1.831 (R^2^ = 0.141), and 2.133 (R^2^ = 0.324) for the telencephalon, liver, and gut, respectively. Some of the variation could be due to ratio compression, a well-known artifact of iTRAQ proteomics (56, 57) given that these slopes are similar to those observed in these other studies.

**Figure 7:**
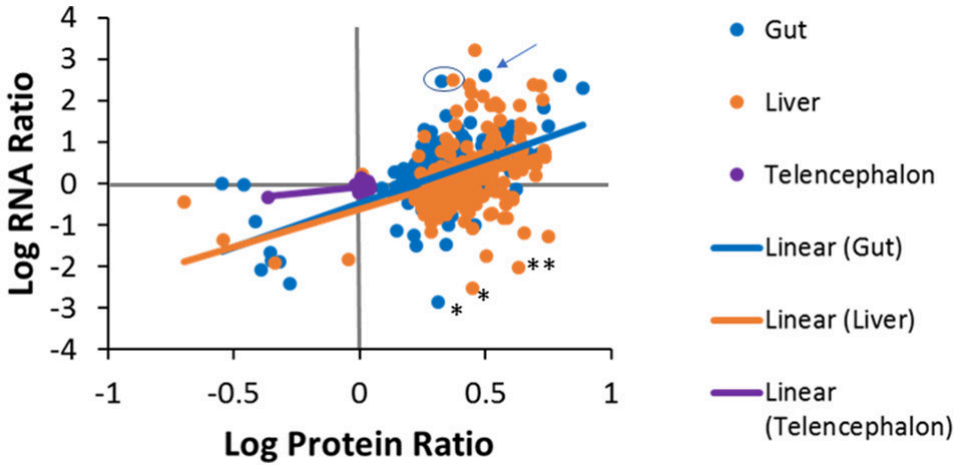
Tissue specific correlations between protein log ratios and RNA log ratios for genes that were identified in both experiments. Solid lines are tissue-specific regression lines. Examples discussed in the manuscript text are denoted with the following symbols; ^*^ fatty acid binding protein 7 (fabp7), ^**^ (gapdh), the arrow points to dipeptidase 1 (dpep1) and the blue circle encloses carboxypeptidase A1 (cpa1) in the liver and the gut.

Additionally, differences between protein and RNA levels for specific genes could be due to differential regulation in translation or turnover rates of protein and/or its transcript. For example, in the liver and the gut, fatty acid binding protein 7 (fabp7) had positive protein log ratios but negative RNA log ratios. These data suggest that the liver and gut have more fabp7 protein than the hypothalamus while there is more message in the hypothalamus (Figure 7). The common qPCR reference gene, glyceraldehyde 3-phosphate dehydrogenase (gapdh) also had higher protein levels in the liver compared to the hypothalamus, but less message. Alternatively, there were many cases in which the protein ratios in the liver or gut were positive, but much less than the ratio for RNA. Some examples are fatty acid binding protein 2 (fabp2), dipeptidase 1 (dpep1), and annexin 2 (anxa2) in the gut, carboxypeptidase A1 (cpa1) in the liver and gut, and the fibrinogen subunits (fga, fgg, fgb), 3-oxoacid CoA-transferase 1 (oxct1), urate oxidase (uox), and tetratricopeptide repeat domain 36 (ttc36) in the liver. Conversely, some genes exhibited high protein expression, but low RNA expression. A similar phenomenon has been seen in plants where iron deficiency results in increased protein expression of members of the conserved eukaryotic elongation factor 5A (eIF5A) family without a concordant increase in mRNA abundance (58). This can also be explained by differential half-lives, i.e. the half-life of a protein can be much longer than that of the RNA, as is the case for ribosomal proteins. There are roughly ten million ribosomes per eukaryotic cell and they are fairly stable compared to the half-lives of mRNAs for the ribosomal proteins, which are fairly short by comparison (59). Proteomics and transcriptomics measurements are made on increases or decreases from the steady state level of these molecules in tissues, which is quite different for mRNA and protein for ribosomes. Further investigations will be needed to determine if variations are an artifact of iTRAQ ratio compression or a true difference in the magnitude of expression.

To examine higher order similarities and differences between the tissue RNA-seq and proteomics datasets, we utilized PathwayStudio^TM^'s SNEA on genes and proteins, which measured at least 2-fold higher than in the hypothalamus tissue. A comprehensive list of subnetworks enriched in the RNA-seq and proteomic datasets in each tissue is provided in Supplementary Tables 2–5, 7–9. Of note, there was overlap in enriched cell processes between transcriptomic and proteomic datasets from each respective tissue. Specifically, there were 8 cell processes common across both datasets in the gut. A subset of these shared cell processes is shown in Figure 8 all of which are processes that would be expected in the gut, including lipid absorption, lipoprotein metabolism, intestinal barrier function, and general intestinal function. For the liver datasets, 3 common cell processes were found to be enriched and all were related to liver function including hepatic regeneration, liver metabolism, and liver development (Figure 9). Finally, when comparing enriched cell processes in the brain between the RNA and protein datasets, 21 cell processes are common between the two datasets. A subset of these process is given in Figure 10, which demonstrates enrichment of brain development, neurotransmission, regeneration, neurite outgrowth, and nerve cell differentiation. If we examine genes/proteins associated with these overlapping enriched cell processes, we find that only a few are conserved among the two datasets for each tissue, which are circled in green (Gut: 3, Liver: 5, Brain: 2).

**Figure 8:**
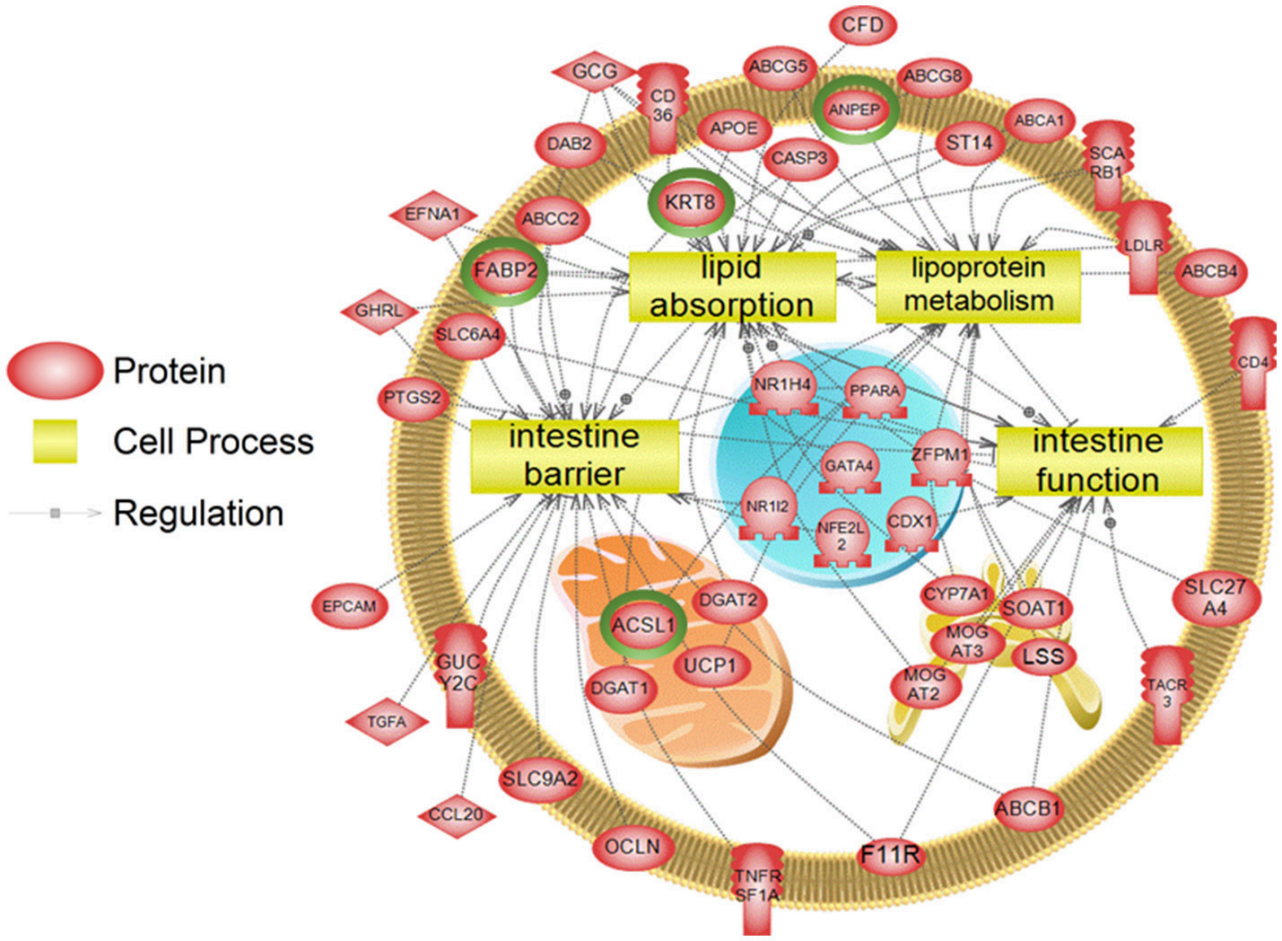
Subnetwork enrichment analysis of the transcriptome for the gut. The figure represents the joining of 4 top pathways identified by the analysis. Genes encircled in green were also found to be enriched in the gut in the proteomics experiment. ABCA1, ATP-binding cassette, sub-family A (ABC1), member 1; ABCB1, ATP-binding cassette, sub-family B (MDR/TAP), member 1; ABCB4, ATP-binding cassette, sub-family B (MDR/TAP), member 4; ABCC2, ATP-binding cassette, sub-family C (CFTR/MRP), member 2; ABCG5, ATP-binding cassette, sub-family G (WHITE), member 5; ABCG8, ATP-binding cassette, sub-family G (WHITE), member 8; ACSL1, acyl-CoA synthetase long-chain family member 1; ANPEP, alanyl (membrane) aminopeptidase; APOE, apolipoprotein E; CASP3, caspase 3, apoptosis-related cysteine peptidase; CCL20, chemokine (C-C motif) ligand 20; CD36, CD36 molecule (thrombospondin receptor); CD4, CD4 molecule; CDX1, caudal type homeobox 1; CFD, complement factor D (adipsin); CYP7A1, cytochrome P450, family 7, subfamily A, polypeptide 1; DAB2, disabled homolog 2, mitogen-responsive phosphoprotein; DGAT1, diacylglycerol O-acyltransferase 1; DGAT2, diacylglycerol O-acyltransferase 2; EFNA1, ephrin-A1; EPCAM, epithelial cell adhesion molecule; F11R, F11 receptor; FABP2, fatty acid binding protein 2, intestinal; GATA4, GATA binding protein 4; GCG, glucagon; GHRL, ghrelin/obestatin prepropeptide; GUCY2C, guanylate cyclase 2C (heat stable enterotoxin receptor); KRT8, keratin 8; LDLR, low density lipoprotein receptor; LSS, lanosterol synthase (2,3-oxidosqualene-lanosterol cyclase); MOGAT2, monoacylglycerol O-acyltransferase 2; MOGAT3, monoacylglycerol O-acyltransferase 3; NFE2L2, nuclear factor (erythroid-derived 2)-like 2; NR1H4, nuclear receptor subfamily 1, group H, member 4; NR1I2, nuclear receptor subfamily 1, group I, member 2; OCLN, occludin, PPARA, peroxisome proliferator-activated receptor alpha; PTGS2, prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase), SCARB1, scavenger receptor class B, member 1; SLC27A4, solute carrier family 27 (fatty acid transporter), member 4; SLC6A4, solute carrier family 6 (neurotransmitter transporter, serotonin), member 4; SLC9A2, solute carrier family 9, subfamily A (NHE2, cation proton antiporter 2), member 2; SOAT1, sterol O-acyltransferase 1; ST14, suppression of tumorigenicity 14 (colon carcinoma); TACR3, tachykinin receptor 3, TGFA, transforming growth factor, alpha; TNFRSF1A, tumor necrosis factor receptor superfamily, member 1A, UCP1, uncoupling protein 1 (mitochondrial, proton carrier), ZFPM1, zinc finger protein, multitype 1.

**Figure 9:**
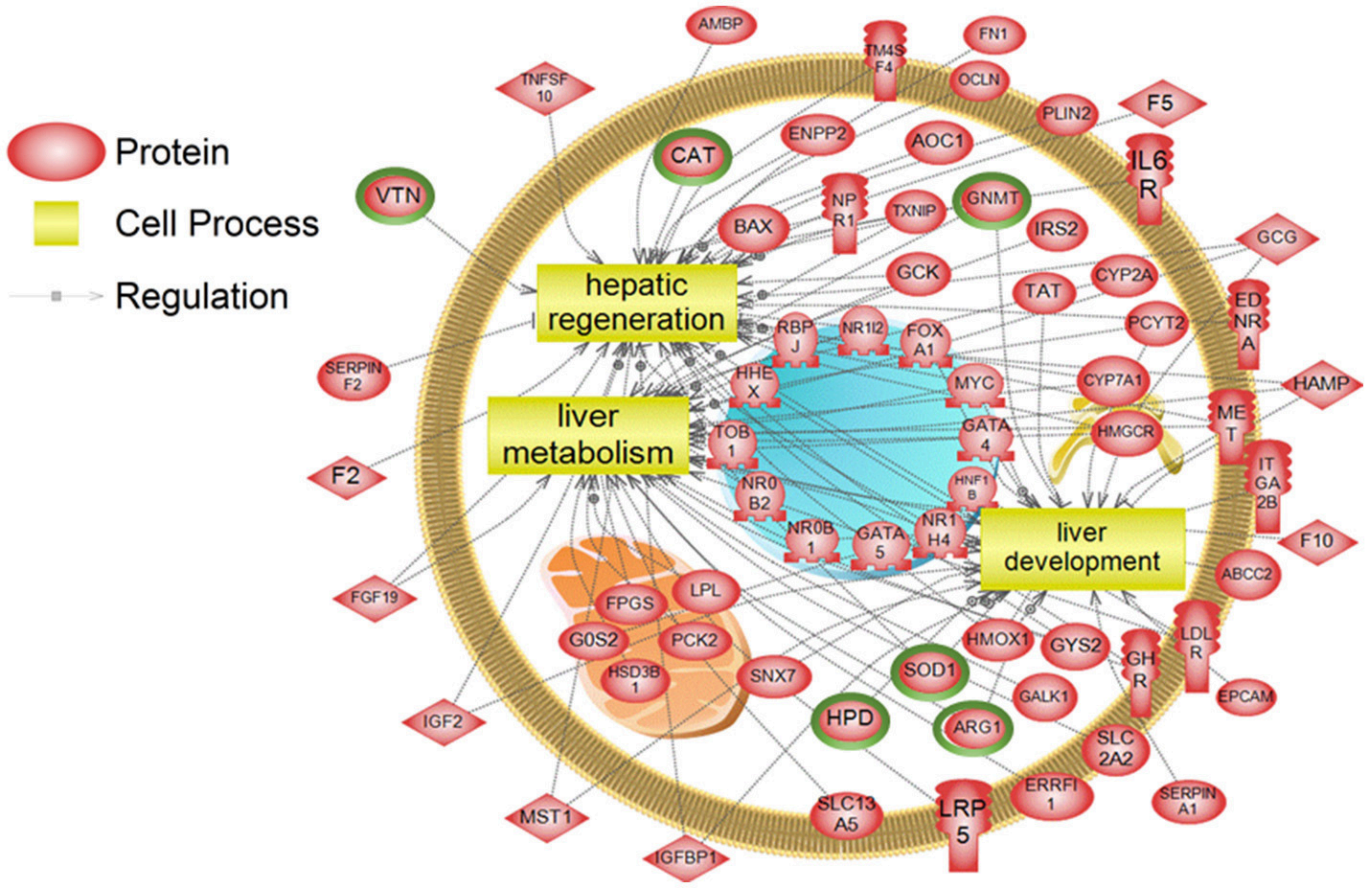
Subnetwork enrichment analysis of the transcriptome for the liver. The figure represents the joining of 3 top pathways identified by the analysis. Genes encircled in green were also found to be enriched in the liver in the proteomics experiment. ABCC2, ATP-binding cassette, sub-family C (CFTR/MRP), member 2; AMBP, alpha-1-microglobulin/bikunin precursor; AOC1, amiloride binding protein 1 [amine oxidase (copper-containing)]; ARG1,arginase, liver; BAX, BCL2-associated X protein; CAT, catalase; CYP2A, cytochrome P450, family 2, subfamily A; CYP7A1, cytochrome P450, family 7, subfamily A, polypeptide 1; EDNRA, endothelin receptor type A; ENPP2, ectonucleotide pyrophosphatase/phosphodiesterase 2; EPCAM, epithelial cell adhesion molecule; ERRFI1, ERBB receptor feedback inhibitor 1; F10, coagulation factor X; F2, coagulation factor II (thrombin); F5, coagulation factor V (proaccelerin, labile factor); FGF19, fibroblast growth factor 19; FN1, fibronectin 1; FOXA1, forkhead box A1; FPGS, olylpolyglutamate synthase; G0S2, G0/G1switch 2; GALK1, galactokinase 1; GATA4, GATA binding protein 4; GATA5, GATA binding protein 5; GCG, glucagon; GCK, glucokinase (hexokinase 4); GHR, growth hormone receptor; GNMT, glycine N-methyltransferase; GYS2, glycogen synthase 2 (liver); HAMP, hepcidin antimicrobial peptide; HHEX, hematopoietically expressed homeobox; HMGCR, 3-hydroxy-3-methylglutaryl-CoA reductase; HMOX1, heme oxygenase (decycling) 1; HNF1B, HNF1 homeobox B; HPD, 4-hydroxyphenylpyruvate dioxygenase; HSD3B1, hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 1; IGF2, insulin-like growth factor 2 (somatomedin A); IGFBP1, insulin-like growth factor binding protein 1; IL6R, interleukin 6 receptor; IRS2, insulin receptor substrate 2; ITGA2B, integrin, alpha 2b (platelet glycoprotein IIb of IIb/IIIa complex, antigen CD41); LDLR, low density lipoprotein receptor; LPL, lipoprotein lipase; LRP5, low density lipoprotein receptor-related protein 5; MET, met proto-oncogene (hepatocyte growth factor receptor); MST1, macrophage stimulating 1 (hepatocyte growth factor-like); MYC, v-myc myelocytomatosis viral oncogene homolog (avian); NPR1, natriuretic peptide receptor A/guanylate cyclase A (atrionatriuretic peptide receptor A); NR0B1, nuclear receptor subfamily 0, group B, member 1; NR0B2, nuclear receptor subfamily 0, group B, member 2; NR1H4, nuclear receptor subfamily 1, group H, member 4; NR1I2, nuclear receptor subfamily 1, group I, member 2; OCLN, occludin; PCK2, phosphoenolpyruvate carboxykinase 2 (mitochondrial); PCYT2, phosphate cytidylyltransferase 2, ethanolamine; PLIN2, perilipin 2; RBPJ, recombination signal binding protein for immunoglobulin kappa J region; SERPINA1, serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 1; SERPINF2, serpin peptidase inhibitor, clade F (alpha-2 antiplasmin, pigment epithelium derived factor), member 2; SLC13A5, solute carrier family 13 (sodium-dependent citrate transporter), member 5; SLC2A2, solute carrier family 2 (facilitated glucose transporter), member 2; SNX7, sorting nexin 7; SOD1, superoxide dismutase 1, soluble; TAT, tyrosine aminotransferase; TM4SF4, transmembrane 4 L six family member 4; TNFSF10, tumor necrosis factor (ligand) superfamily, member 10; TOB1, transducer of ERBB2, 1; TXNIP, thioredoxin interacting protein; VTN, vitronectin.

**Figure 10:**
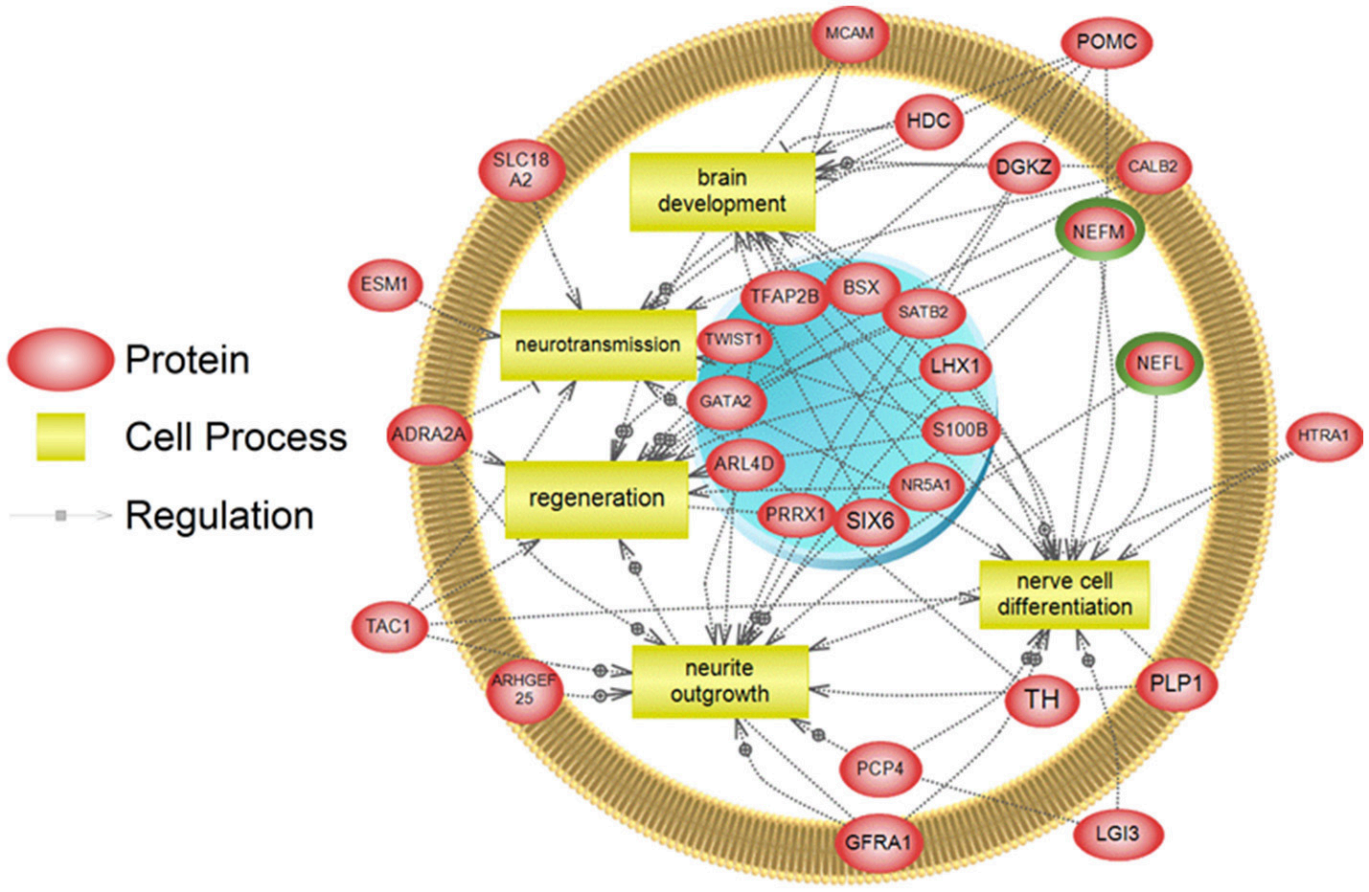
Subnetwork enrichment analysis of the transcriptome for the brain. The figure represents the joining of 5 top pathways identified by the analysis. Genes encircled in green were also found to be enriched in the brain in the proteomics experiment. ADRA2A, adrenoceptor alpha 2A; ARHGEF25, Rho guanine nucleotide exchange factor (GEF) 25; ARL4D, ADP-ribosylation factor-like 4D; BSX, brain-specific homeobox; CALB2, calbindin 2; DGKZ, diacylglycerol kinase, zeta 104kDa; ESM1, endothelial cell-specific molecule 1; GATA2, GATA binding protein 2; GFRA1, GDNF family receptor alpha 1; HDC, histidine decarboxylase; HTRA1, HtrA serine peptidase 1; LGI3, leucine-rich repeat LGI family, member 3; LHX1, LIM homeobox 1; MCAM, melanoma cell adhesion molecule; NEFL, neurofilament, light polypeptide; NEFM, neurofilament, medium polypeptide; NR5A1, nuclear receptor subfamily 5, group A, member 1; PCP4, Purkinje cell protein 4; PLP1, proteolipid protein 1; POMC, proopiomelanocortin; PRRX1, paired related homeobox 1; S100B, S100 calcium binding protein B; SATB2, SATB homeobox 2; SIX6, SIX homeobox 6; SLC18A2, solute carrier family 18 (vesicular monoamine), member 2; TAC1, tachykinin, precursor 1; TFAP2B, transcription factor AP-2 beta (activating enhancer binding protein 2 beta); TH, tyrosine hydroxylase; TWIST1,Twist homolog 1.

Taken as a whole, the RNA and protein datasets identified numerous cell processes that are unique to each dataset. Overlapping cell processes were typically those specific to each tissue, indicating that both measurements are likely to converge on cell processes and functions that are strongly associated with those specific tissues despite very few individual genes/proteins coinciding between the two datasets.

### Relationship of findings to endocrinology

It is important for researchers to understand the tissue-specific expression of receptors for peptide and steroid-based hormones. The database we have created by combining the PacBio data set with multiple Illumina RNA-seq data sets will enable researchers to find sequences for genes of interest that may propel their research to a new level. As mentioned above, our data for esr2a and esr2b matched perfectly to data obtained by Northern blots (50), thus indicating that the RNA-seq data, despite going through an amplification scheme, closely matches the actual relative concentrations of important genes.

## Conclusions

This study is the first to apply single DNA molecule sequencing to generate a transcriptome for FHM. This transcriptome was made up of transcripts from whole brain, gut, liver, gonad, heart, gill, head kidney, and trunk kidney and is robust. It will serve as a good scaffold for future transcriptomics and proteomics projects and may have some utility to help with the FHM genome annotation. In addition, we mapped tissue-specific genes for gut, liver, hypothalamus and telencephalon proteomes and transcriptomes in order to identify and characterize their specific components in each tissue to highlight the utility of our transcriptomic and proteomic sequence databases and to identify cellular pathways enriched during homeostasis that may inform relevant endpoints in future ecotoxicogenomic studies in the ecologically relevant FHM. Our results showed that both the transcriptomes and the proteomes differed by tissue, with the hypothalamus and the telencephalon presenting the highest degree of similarity. The transcriptomic and proteomic sequence information generated in this study will be invaluable in future functional genomic studies investigating the effects of endocrine disrupting chemicals present in the environment on endocrine active tissues of the ecologically-relevent FHM, particularly the neuro-endocrine ssytem. The data is publicly available.

## Data availability

RNAseq data can be found at GEO with accession # GSE119871.

Proteomics data sets have been submitted to the ProteomeXchange Consortium via PRIDE with the dataset identifier PXD010216.

Proteomics information for the identification of proteins/peptides from mass spectra will be supplied as an excel spreadsheet upon request by ND.

## Ethics statement

This study was carried out in accordance with the recommendations of the University of Florida IACUC committee. The protocol was approved by the University of Florida IACUC committee.

## Author contributions

JB, NG-R, TS-A, and ND conceived of the project, helped with analysis and writing of the manuscript. CL, LS, and JB performed the experiments, analyzed data, and contributed to the writing of the manuscritpt. FY performed bioinformatics analysis and annotation for long reads from the PacBio instrument. He also performed the RNA-seq analysis. CS-S performed the iTRAQ experiments by LC MS/MS. CL performed bioinformatics and statistical analysis of the proteomics data and the RNA-seq data. AB and JB performed the qPCR analysis. DM-A discussed experimental strategy and performed the PACBio sequencing. CL, LS, JB, DM-A, FY, CS-S, AB, TS-A and ND wrote sections of the manuscript and all authors have read and approved the submitted version.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplementary Figure 1 Pairwise comparisons for differential transcript expression were made for each tissue; hypothalamus to telencephalon **(A)**, hypothalamus to liver **(B)**, liver to telencephalon **(C)**, gut to telencephalon **(D)**, gut to hypothalamus **(E)**, and gut to liver **(F)**. Black dots represent transcripts that were compared and red dots represent transcripts that were found to be statistically different at the 5% FDR cutoff. The data points forming a column on the left most portion of the graph represent transcripts that were measured in only one of the tissues being compared.

Supplementary Figure 2 Quality metrics for iTRAQ data and protein identification. **(A)** Ambiguity was assessed at both the level of protein. **(B)** The number of proteins that we quantified, quantified confidently, and the median log ratio for each iTRAQ label were assessed. **(C)** Correlations coefficients (r) between individual iTRAQ labeled samples are displayed.

Supplementary Table 1 Primer sequences, sources, and efficiencies for qPCR analysis.

Supplementary Table 2 Transcriptomics SNEA illustrating regulation of cell processes in the gut.

Supplementary Table 3 Transcriptomics SNEA illustrating regulation of cell processes in the liver.

Supplementary Table 4 Transcriptomics SNEA illustrating regulation of cell processes in the telencephalon.

Supplementary Table 5 Transcriptomics SNEA illustrating regulation of cell processes in the hypothalamus.

Supplementary Table 6 Expression targets derived from Pathway Studio for gut, liver and brain. These are the genes highlighted in Figure 4.

Supplementary Table 7 Proteomics SNEA results for regulation of cell processes in the gut.

Supplementary Table 8 Proteomics SNEA results for regulation of cell processes in the liver.

Supplementary Table 9 Proteomics SNEA results for regulation of cell processes in the brain.

# Supplementary material for: Tissue-Based Mapping of the Fathead Minnow (Pimephales promelas) Transcriptome and Proteome
**Source:** Front Endocrinol (Lausanne). 2018 Nov 6;9:611. doi: 10.3389/fendo.2018.00611
**Supplement:** Supplementary Table 1 — Primer sequences, sources, and efficiencies for qPCR analysis.

Supplementary Information

Tissue-based mapping of the fathead minnow (*Pimephales promelas*) transcriptome and proteome

Candice Lavelle^{a,c,*}, L. Cody Smith^{b,c,*}, Joseph H Bisesi^{a,c,*}, Fahong Yu^d, Cecilia Silva-Sanchez^{cd}, David Moraga-Amador^d, Amanda N. Buerger^{a,c}, Natàlia Garcia-Reyero^e, Tara Sabo-Attwood^{a,c}, Nancy D. Denslow^{b,c}

*Co-first authors

Supplementary Table 1: Primer sequences, sources, and efficiencies for qPCR analysis

Gene	Efficiency	R ²	Temperature (°C)	F Sequence (5'-3')	R Sequence (5'-3')	Source
<i>cyp19a1b</i>	101.90%	0.98	58	CGCTCAGTGGGATTTTATAGG	GGCATCATCTTCAACAGCAA	Martyniuk et al. 2010
<i>esr2b</i>	93.30%	0.998	60	GCCACCTCCAGATTCAG	CACGACTCTCCACACCTTCAG	Filby et al. 2006
<i>lpl</i>	108.40%	0.998	58	CTGTGACCTCCAGAACACTATG	GAGTCGATGAACAGGTGGATG	Bisesi et al. 2015
<i>pept1</i>	102.40%	0.997	58	ACACCGCAGTAAGCAATACC	ACCTTCAGTGCCATCTTTACC	Bisesi et al. 2015

Filby, A. L., Thorpe, K. L., & Tyler, C. R. (2006). Multiple molecular effect pathways of an environmental oestrogen in fish. *Journal of Molecular Endocrinology*, 37(1), 121-134.

Bisesi, J., Ngo, T., Ponnayolu, S., Liu, K., Lavelle, C., Afrooz, A. R. M., ... & Sabo-Attwood, T. (2015). Examination of single-walled carbon nanotubes uptake and toxicity from dietary exposure: tracking movement and impacts in the gastrointestinal system. *Nanomaterials*, 5(2), 1066-1086.

Martyniuk, C.J., Kroll, K.J., Doperalski, N.J., Barber, D.S. and Denslow, N.D., 2010. Environmentally relevant exposure to 17 α -ethinylestradiol affects the telencephalic proteome of male fathead minnows. *Aquatic toxicology*, 98(4), pp.344-353.

Supplementary Table 2: SNEA illustrating regulation of cell processes in the gut

#	Total # of<br>Neighbors	# of<br>Measured<br>Neighbors	Gene Set Seed	Median<br>change	p-value
1	215	50	intestinal absorption	15.92	2.85E-07
2	122	17	gut development	31.84	1.19E-05
3	72	18	lipid absorption	47.80	5.68E-05
4	139	27	lipid export	19.38	2.99E-04
5	102	19	bile secretion	29.33	3.77E-04
6	155	18	lipoprotein metabolism	15.17	8.50E-04
7	44	10	gastrointestinal system absorption	106.84	8.68E-04
8	66	16	drug transport	29.33	1.33E-03
9	47	9	gastrointestinal system digestion	115.65	1.45E-03
10	573	47	energy homeostasis	6.83	1.71E-03
11	209	19	transcytosis	8.63	1.85E-03
12	100	15	intestine function	29.33	1.96E-03
13	245	22	fluid secretion	7.26	2.00E-03
14	159	22	intestine barrier	23.44	2.13E-03
15	55	13	gallstone formation	31.43	2.68E-03
16	99	10	tissue morphogenesis	18.22	3.36E-03
17	2433	201	vascularization	4.79	6.94E-03
18	130	9	gonad development	20.75	6.99E-03
19	389	38	lactation	10.19	7.03E-03
20	63	12	placenta transfer	13.97	7.38E-03
21	122	7	stem cell expansion	22.74	7.39E-03
22	70	10	intestine secretion	16.70	8.25E-03
23	449	58	thrombocyte aggregation	4.85	8.27E-03

24	118	12	postmenopause	10.58	8.37E-03
25	215	20	myelopoiesis	24.98	9.69E-03
26	249	21	decidualization	6.65	9.96E-03
27	96	5	gastric motility	115.65	1.03E-02
28	27	5	kidney elimination	23.44	1.03E-02
29	115	12	endothelialization	11.54	1.12E-02
30	109	10	pancreas development	31.84	1.15E-02
31	56	5	luteal maintenance	23.44	1.27E-02
32	79	9	gene duplication	18.25	1.33E-02
33	1332	133	pregnancy	4.74	1.38E-02
34	356	26	engraftment	7.58	1.51E-02
35	462	33	epithelial cell proliferation	6.41	1.60E-02
36	31	5	peptide transport	23.44	1.69E-02
37	56	7	desquamation	19.11	1.72E-02
38	133	20	drug metabolism	8.07	1.82E-02
39	120	14	epithelium development	43.89	1.82E-02
40	23	7	hepatobiliary excretion	23.44	1.84E-02
41	228	29	liver metabolism	7.98	1.86E-02
42	36	6	sugar metabolism	68.64	1.93E-02
43	62	5	fibroblast accumulation	14.91	2.01E-02
44	404	45	lipid transport	7.38	2.05E-02
45	57	5	stomach secretion	18.22	2.06E-02
46	517	34	reproduction	6.56	2.11E-02
47	354	26	receptor internalization	6.41	2.13E-02
48	153	12	neural crest cell development	16.08	2.18E-02
49	338	26	keratinocyte proliferation	7.62	2.26E-02
50	75	13	Pentose-phosphate shunt	29.33	2.56E-02
51	220	16	epithelial cell differentiation	18.25	2.57E-02
52	437	51	hemato-encephalic barrier	5.21	2.60E-02

53	361	18	regulation of action potential	5.94	2.64E-02
54	143	25	liver uptake	7.98	2.66E-02
55	166	17	hatching	6.26	2.70E-02
56	123	5	imprinting	9.20	3.02E-02
57	354	23	cell aggregation	6.98	3.02E-02
58	52	5	glycogenesis	115.65	3.11E-02
59	701	62	cell-cell adhesion	5.23	3.11E-02
60	127	7	endocrine function	18.22	3.38E-02
61	426	41	placenta development	6.65	3.40E-02
62	216	27	antigen binding	5.94	3.47E-02
63	51	6	vocalization	65.88	3.57E-02
64	96	5	sensory perception	59.08	3.58E-02
65	95	7	adrenal gland function	6.56	3.59E-02
66	155	23	renal reabsorption	7.09	3.73E-02
67	68	5	prenatal development	7.62	3.74E-02
68	303	19	cell communication	7.34	3.74E-02
69	100	7	penile erection	34.12	3.80E-02
70	57	10	hyperosmotic stress	11.45	3.83E-02
71	83	5	odontoblast differentiation	11.21	3.86E-02
72	264	27	acid secretion	4.85	3.93E-02
73	264	21	cardiogenesis	10.78	3.96E-02
74	28	5	mucosal immune response	47.93	4.02E-02
75	116	11	somitogenesis	10.78	4.26E-02
76	73	9	hibernation	10.30	4.64E-02

Supplementary Table 3: SNEA illustrating regulation of cell processes in the liver

#	Total # of Neighbors	# of Measured Neighbors	Gene Set Seed	Median change	p-value
1	174	18	fibrinolysis	81.23	6.46E-06
2	78	15	blood clot lysis	81.23	7.66E-06
3	242	13	neutrophil chemotaxis	215.03	3.36E-04
4	428	36	blood clotting	20.37	5.90E-04
5	449	39	thrombocyte aggregation	15.89	1.65E-03
6	158	16	microcirculation	25.18	3.01E-03
7	356	18	neutrophil recruitment	14.89	3.02E-03
8	81	8	sex maturation	90.17	3.17E-03
9	170	11	blood vessel contraction	19.58	4.39E-03
10	207	21	hemostasis	17.51	6.09E-03
11	308	18	neutrophil activation	10.36	1.04E-02
12	79	5	gene duplication	135.09	1.12E-02
13	330	26	liver development	17.51	1.13E-02
14	494	29	blood vessel permeability	16.88	1.14E-02
15	65	7	endothelial cell production	88.85	1.16E-02
16	62	11	anticoagulation	46.14	1.16E-02
17	120	11	epithelium development	22.09	1.36E-02
18	78	5	fibroblast function	25.18	1.39E-02
19	209	11	transcytosis	13.26	1.44E-02
20	91	10	Leukocyte-endothelial cell interaction	19.58	1.50E-02
21	438	40	hepatic regeneration	9.67	1.66E-02

22	409	23	tissue remodeling	13.26	1.72E-02
23	355	15	ECM degradation	13.26	1.92E-02
24	122	10	coronary artery blood flow	17.51	2.15E-02
25	484	27	kidney function	10.00	2.18E-02
26	1332	95	pregnancy	6.77	2.24E-02
27	74	10	vascular endothelium function	12.11	2.27E-02
28	108	7	muscle metabolism	30.71	2.51E-02
29	190	15	capillary permeability	13.26	2.57E-02
30	325	12	immunomodulation	47.50	2.81E-02
31	631	41	fertilization	8.51	3.11E-02
32	64	5	menopause	14.89	3.22E-02
33	129	11	leukocyte accumulation	10.00	3.41E-02
34	52	8	glycogenesis	70.15	3.45E-02
35	813	27	Ca++ export	12.11	3.70E-02
36	122	15	gut development	8.66	3.72E-02
37	106	10	Glycogen degradation	9.45	3.73E-02
38	492	10	microtubule cytoskeleton assembly	35.74	4.06E-02
39	320	24	endothelial cell adhesion	13.26	4.12E-02
40	191	19	hemolysis	12.11	4.24E-02
41	221	14	neutrophil adhesion	17.51	4.35E-02
42	171	9	thymus development	10.64	4.48E-02
43	42	6	lung blood flow	28.16	4.54E-02
44	228	31	liver metabolism	7.90	4.64E-02
45	816	45	cell damage	6.74	4.71E-02
46	72	11	lipid absorption	7.90	4.73E-02
47	164	7	menstrual cycle	9.67	4.91E-02
48	172	12	fetus growth	9.67	4.94E-02

Supplementary Table 4: SNEA illustrating regulation of cell processes in the telencephalon

#	Total # of<br>Neighbors	# of<br>Measured<br>Neighbors	Gene Set Seed	Median<br>change	p-value
1	264	10	neuron development	9.19	2.23E-03
2	105	7	forebrain development	6.26	3.31E-03
3	1129	21	neurogenesis	3.31	5.76E-03
4	182	7	cell fate specification	3.80	2.08E-02
5	425	9	axonogenesis	4.01	2.23E-02
6	2002	26	transcription activation	3.31	2.36E-02
7	492	9	stem cell proliferation	2.37	3.51E-02
8	136	5	neurulation	6.26	3.57E-02
9	478	6	organogenesis	4.30	3.68E-02
10	471	8	neuronal migration	5.87	4.04E-02
11	5848	63	cell differentiation	2.77	4.17E-02
12	346	7	axon guidance	3.38	4.23E-02
13	207	10	neuron differentiation	2.82	4.34E-02
14	6886	62	cell proliferation	2.61	4.83E-02
15	1107	23	cell fate	2.42	4.86E-02
16	446	6	neuronal plasticity	7.95	4.89E-02

Supplementary Table 5: SNEA illustrating regulation of cell processes in the hypothalamus

#	Total # of<br>Neighbors	Overlap	Percent<br>Overlap	Gene Set Seed	p-value
1	6991	39	0	cell differentiation	1.04E-05
2	109	5	4	nigrostriatal dopaminergic system	2.37E-05
3	62	4	6	pigment biosynthesis	4.43E-05
4	319	7	2	neuron development	6.03E-05
5	1100	12	1	brain development	1.31E-04
6	641	9	1	postnatal development	1.59E-04
7	3701	24	0	cell survival	1.83E-04
8	526	8	1	central nervous system development	2.22E-04
9	1017	11	1	nervous system development	2.78E-04
10	40	3	7	chondrocyte development	2.82E-04
11	41	3	7	intermediate filament polymerization	3.03E-04
12	1405	13	0	neurogenesis	3.36E-04
13	439	7	1	skeletal development	4.26E-04
14	1457	13	0	nerve cell differentiation	4.77E-04
15	338	6	1	axon cargo transport	6.46E-04
16	951	10	1	locomotion	6.76E-04
17	1142	11	0	ossification	7.38E-04
18	1146	11	0	adipogenesis	7.60E-04
19	1752	14	0	neurite outgrowth	8.41E-04
20	13	2	14	hypothalamus development	8.47E-04
21	361	6	1	chondrocyte differentiation	9.08E-04
22	138	4	2	gastric motility	9.28E-04
23	3877	23	0	cell migration	9.85E-04

24	8098	38	0	cell proliferation	1.01E-03
25	374	6	1	stem cell maintenance	1.09E-03
26	15	2	12	outflow tract morphogenesis	1.11E-03
27	251	5	1	trophoblast differentiation	1.13E-03
28	252	5	1	central nervous system function	1.15E-03
29	255	5	1	melanogenesis	1.21E-03
30	16	2	11	neuroimmunomodulation	1.26E-03
31	266	5	1	nerve development	1.45E-03
32	159	4	2	pituitary gland function	1.56E-03
33	18	2	10	joint function	1.58E-03
34	18	2	10	mesenchymal cell apoptosis	1.58E-03
35	887	9	1	transmission of nerve impulse	1.64E-03
36	19	2	10	olfactory bulb development	1.75E-03
37	430	6	1	nerve regeneration	2.21E-03
38	87	3	3	physiological stress	2.61E-03
39	960	9	0	neurotransmission	2.81E-03
40	1156	10	0	heart function	2.91E-03
41	25	2	7	adrenal gland development	2.95E-03
42	91	3	3	reinnervation	2.97E-03
43	969	9	0	developmental process	2.99E-03
44	26	2	7	aorta flow	3.18E-03
45	1800	13	0	regeneration	3.27E-03
46	805	8	0	osteoblast differentiation	3.43E-03
47	471	6	1	cell aggregation	3.46E-03
48	28	2	6	glial cell development	3.67E-03
49	1616	12	0	memory	3.83E-03
50	29	2	6	glycerol biosynthesis from pyruvate	3.92E-03
51	30	2	6	blood-aqueous barrier	4.18E-03
52	106	3	2	nerve potential	4.53E-03

53	347	5	1	mesenchymal stem cell differentiation	4.55E-03
54	665	7	1	cognition	4.55E-03
55	215	4	1	intestine motility	4.60E-03
56	1660	12	0	cell development	4.75E-03
57	217	4	1	dopaminergic system	4.75E-03
58	1448	11	0	neuronal death	4.80E-03
59	4900	25	0	cell death	4.82E-03
60	353	5	1	appetite	4.89E-03
61	110	3	2	Schwann cell migration	5.02E-03
62	2358	15	0	oxidative stress	5.12E-03
63	224	4	1	heat-shock response	5.31E-03
64	114	3	2	immobilization stress	5.54E-03
65	35	2	5	response to pain	5.61E-03
66	35	2	5	pineal gland function	5.61E-03
67	36	2	5	adrenal secretion	5.92E-03
68	372	5	1	cardiovascular system development	6.08E-03
69	233	4	1	limb development	6.09E-03
70	376	5	1	ontogeny	6.35E-03
71	121	3	2	hypothalamus function	6.53E-03
72	38	2	5	limb regeneration	6.56E-03
73	1515	11	0	aging	6.71E-03
74	382	5	1	long-term memory	6.78E-03
75	123	3	2	striatal dopamine release	6.82E-03
76	1105	9	0	lumen formation	7.01E-03
77	243	4	1	neuron differentiation	7.05E-03
78	388	5	1	fluid secretion	7.23E-03
79	40	2	4	operant conditioning	7.23E-03
80	40	2	4	adrenocortical secretion	7.23E-03
81	247	4	1	brain blood flow	7.46E-03

82	42	2	4	homophilic cell adhesion	7.93E-03
83	42	2	4	endothelium development	7.93E-03
84	5086	25	0	cell growth	7.98E-03
85	400	5	1	cell fate determination	8.19E-03
86	133	3	2	adrenal gland function	8.44E-03
87	944	8	0	neuroprotection	8.77E-03
88	135	3	2	micturition	8.79E-03
89	410	5	1	muscle contraction	9.05E-03
90	270	4	1	osteocyte function	1.01E-02
91	425	5	1	innervation	1.05E-02
92	1393	10	0	cell fate	1.06E-02
93	49	2	4	hippocampus development	1.06E-02
94	49	2	4	neurotransmitter uptake	1.06E-02
95	50	2	3	hormone biosynthesis	1.10E-02
96	50	2	3	stomach function	1.10E-02
97	2338	14	0	DNA replication	1.16E-02
98	52	2	3	vestibule function	1.19E-02
99	612	6	0	neuronal migration	1.19E-02
100	153	3	1	uterus contractility	1.23E-02

Supplementary Table 6: Expression Targets Derived from Pathway Studio for Gut, Liver and Brain

Name	Description
ABCA1	ATP-binding cassette, sub-family A (ABC1), member 1
ABCB11	ATP-binding cassette, sub-family B (MDR/TAP), member 11
ADCYAP1	adenylate cyclase activating polypeptide 1 (pituitary)
ADCYAP1R1	adenylate cyclase activating polypeptide 1 (pituitary) receptor type I
AKT2	v-akt murine thymoma viral oncogene homolog 2
ARAF	v-raf murine sarcoma 3611 viral oncogene homolog
ASCL1	achaete-scute complex homolog 1 (Drosophila)
ATXN7	ataxin 7
AXL	AXL receptor tyrosine kinase
BDNF	brain-derived neurotrophic factor
BDNF-AS	BDNF antisense RNA
BMP2	bone morphogenetic protein 2
BMP4	bone morphogenetic protein 4
BMPR1A	bone morphogenetic protein receptor, type IA
C1D	C1D nuclear receptor corepressor
C1QTNF1	C1q and tumor necrosis factor related protein 1
CDX1	caudal type homeobox 1
CDX2	caudal type homeobox 2
CEBPA	CCAAT/enhancer binding protein (C/EBP), alpha
CEBPB	CCAAT/enhancer binding protein (C/EBP), beta
CHRM3	cholinergic receptor, muscarinic 3
CLOCK	clock homolog (mouse)
CNTF	ciliary neurotrophic factor
CREB1	cAMP responsive element binding protein 1

CRHR2	corticotropin releasing hormone receptor 2
CXCR4	chemokine (C-X-C motif) receptor 4
CYP19A1	cytochrome P450, family 19, subfamily A, polypeptide 1
CYP27B1	cytochrome P450, family 27, subfamily B, polypeptide 1
DDC	dopa decarboxylase (aromatic L-amino acid decarboxylase)
DDIT3	DNA-damage-inducible transcript 3
DICER1	dicer 1, ribonuclease type III
DKK1	dickkopf 1 homolog (<i>Xenopus laevis</i>)
DRD2	dopamine receptor D2
EGR1	early growth response 1
ESR1	estrogen receptor 1
ESRRG	estrogen-related receptor gamma
ETV5	ets variant 5
F7	coagulation factor VII (serum prothrombin conversion accelerator)
FGF13	fibroblast growth factor 13
FGF19	fibroblast growth factor 19
FGF8	fibroblast growth factor 8 (androgen-induced)
FGFR1	fibroblast growth factor receptor 1
FGFR2	fibroblast growth factor receptor 2
FGFR4	fibroblast growth factor receptor 4
FOXA1	forkhead box A1
FOXA2	forkhead box A2
FOXA3	forkhead box A3
FOXM1	forkhead box M1
FOXN4	forkhead box N4
FOXO1	forkhead box O1
FRMD7	FERM domain containing 7
FST	follicle-stimulating hormone receptor
G6PC	glucose-6-phosphatase, catalytic subunit

GATA2	GATA binding protein 2
GATA4	GATA binding protein 4
GATA5	GATA binding protein 5
GATA6	GATA binding protein 6
GDF2	growth differentiation factor 2
GDNF	glial cell derived neurotrophic factor
GFPT1	glutamine--fructose-6-phosphate transaminase 1
GFRA1	GDNF family receptor alpha 1
GHRH	growth hormone releasing hormone
GHRL	ghrelin/obestatin prepropeptide
GNRHR	gonadotropin-releasing hormone receptor
GRHL2	grainyhead-like 2 (Drosophila)
GSC	goosecoid homeobox
HNF1A	HNF1 homeobox A
HNF1B	HNF1 homeobox B
HNF4A	hepatocyte nuclear factor 4, alpha
HNF4G	hepatocyte nuclear factor 4, gamma
HOXA1	homeobox A1
HRAS	v-Ha-ras Harvey rat sarcoma viral oncogene homolog
HTR2A	5-hydroxytryptamine (serotonin) receptor 2A, G protein-coupled
HTR2C	5-hydroxytryptamine (serotonin) receptor 2C, G protein-coupled
IGF1	insulin-like growth factor 1 (somatomedin C)
IL1A	interleukin 1, alpha
IL1B	interleukin 1, beta
IL6	interleukin 6 (interferon, beta 2)
INS	insulin
IRS1	insulin receptor substrate 1
KL	klotho
LDLR	low density lipoprotein receptor

LEF1	lymphoid enhancer-binding factor 1
LEP	leptin
LIFR	leukemia inhibitory factor receptor alpha
LMX1A	LIM homeobox transcription factor 1, alpha
m_Ggta1	glycoprotein, alpha-galactosyltransferase 1,3
m_Olfr54	olfactory receptor 54
m_Penk-rs	preproenkephalin, related sequence
m_Scpro2	stem cell proliferation 2
MAFB	v-maf musculoaponeurotic fibrosarcoma oncogene homolog B (avian)
MAPK3	mitogen-activated protein kinase 3
MECP2	methyl CpG binding protein 2 (Rett syndrome)
MIR23A	microRNA 23a
MIR34A	microRNA 34a
MMP13	matrix metalloproteinase 13 (collagenase 3)
MYOG	myogenin (myogenic factor 4)
NEFM	neurofilament, medium polypeptide
NEUROD1	neuronal differentiation 1
NEUROG1	neurogenin 1
NEUROG2	neurogenin 2
NEUROG3	neurogenin 3
NF1	neurofibromin 1
NFE2	nuclear factor, erythroid 2
NGF	nerve growth factor (beta polypeptide)
NKX3-1	NK3 homeobox 1
NOG	noggin
NPRL3	nitrogen permease regulator-like 3 (<i>S. cerevisiae</i>)
NPY1R	neuropeptide Y receptor Y1
NR0B1	nuclear receptor subfamily 0, group B, member 1
NR0B2	nuclear receptor subfamily 0, group B, member 2

NR1H3	nuclear receptor subfamily 1, group H, member 3
NR1H4	nuclear receptor subfamily 1, group H, member 4
NR1I2	nuclear receptor subfamily 1, group I, member 2
NR1I3	nuclear receptor subfamily 1, group I, member 3
NR2F2	nuclear receptor subfamily 2, group F, member 2
NR4A2	nuclear receptor subfamily 4, group A, member 2
NR5A2	nuclear receptor subfamily 5, group A, member 2
NTF3	neurotrophin 3
NTF4	neurotrophin 4
NTRK1	neurotrophic tyrosine kinase, receptor, type 1
NTRK2	neurotrophic tyrosine kinase, receptor, type 2
OLIG1	oligodendrocyte transcription factor 1
OLIG2	oligodendrocyte lineage transcription factor 2
ONECUT1	one cut homeobox 1
OTP	orthopedia homeobox
OXT	oxytocin/neurophysin I prepropeptide
PAX7	paired box 7
PBX1	pre-B-cell leukemia homeobox 1
PCSK1	proprotein convertase subtilisin/kexin type 1
PCSK2	proprotein convertase subtilisin/kexin type 2
PCSK9	proprotein convertase subtilisin/kexin type 9
PHOX2B	paired-like homeobox 2b
PITX3	paired-like homeodomain 3
PKNOX1	PBX/knotted 1 homeobox 1
POU4F1	POU class 4 homeobox 1
PPARA	peroxisome proliferator-activated receptor alpha
PPARGC1B	peroxisome proliferator-activated receptor gamma, coactivator 1 beta
PREP	prolyl endopeptidase
PRKAA1	protein kinase, AMP-activated, alpha 1 catalytic subunit

PRKACA	protein kinase, cAMP-dependent, catalytic, alpha
PRLH	prolactin releasing hormone
PRLR	prolactin receptor
PRMT1	protein arginine methyltransferase 1
PROC	protein C (inactivator of coagulation factors Va and VIIIa)
PROS1	protein S (alpha)
PRR14	proline rich 14
PRRX1	paired related homeobox 1
PYY	peptide YY
QRSL1	glutaminyl-tRNA synthase (glutamine-hydrolyzing)-like 1
QSOX1	quiescin Q6 sulfhydryl oxidase 1
r_Chga	chromogranin A (parathyroid secretory protein 1)
RAMP1	receptor (G protein-coupled) activity modifying protein 1
REST	RE1-silencing transcription factor
RNANC	Retinal nonattachment, nonsyndromic congenital
RUNX1T1	runt-related transcription factor 1; translocated to, 1 (cyclin D-related)
RXRA	retinoid X receptor, alpha
SALL3	sal-like 3 (Drosophila)
SCD	stearoyl-CoA desaturase (delta-9-desaturase)
SHH	sonic hedgehog
SIN3A	hypothetical protein LOC795324
SLC2A1	solute carrier family 2 (facilitated glucose transporter), member 1
SMAD2	SMAD family member 2
SMAD3	SMAD family member 3
SMAD4	SMAD family member 4
SOX3	SRY (sex determining region Y)-box 3
SOX8	SRY (sex determining region Y)-box 8
SOX9	SRY (sex determining region Y)-box 9
SREBF1	sterol regulatory element binding transcription factor 1

SYP	synaptophysin
TCF3	transcription factor 3 (E2A immunoglobulin enhancer binding factors E12/E47)
TCF7L2	transcription factor 7-like 2 (T-cell specific, HMG-box)
TFAP2D	transcription factor AP-2 delta (activating enhancer binding protein 2 delta)
TGFB1	transforming growth factor, beta 1
TNF	tumor necrosis factor
TOM1L2	target of myb1-like 2 (chicken)
TRH	thyrotropin-releasing hormone
TRIB3	tribbles homolog 3 (Drosophila)
UCN	urocortin
USF1	upstream transcription factor 1
VEGFA	vascular endothelial growth factor A
WNT1	wingless-type MMTV integration site family, member 1
WNT2	wingless-type MMTV integration site family member 2
WNT3A	wingless-type MMTV integration site family, member 3A
YWHAE	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, epsilon polypeptide
YY1	YY1 transcription factor
ZEB1	zinc finger E-box binding homeobox 1

Supplementary Table 7. Subnetwork enrichment analysis for gut based on proteomics data

#	Total # of<br>Neighbors	# of<br>Measured<br>Neighbors	Gene Set Seed	Median<br>change	p-value
1	159	5	intestine barrier	4.13	4.41E-04
2	1250	42	cytoskeleton organization and biogenesis	2.45	4.59E-04
3	1343	51	contraction	2.37	3.59E-03
4	129	8	actin filament depolymerization	3.46	4.19E-03
5	2433	67	vascularization	2.45	5.26E-03
6	1662	41	cell invasion	2.37	6.42E-03
7	1368	56	actin organization	2.34	6.87E-03
8	124	6	tissue invasion	4.35	8.81E-03
9	701	19	cell-cell adhesion	2.38	1.07E-02
10	1715	54	cell motility	2.37	1.26E-02
11	306	14	focal adhesion assembly	2.80	1.53E-02
12	95	11	actin filament bundle assembly	3.42	1.78E-02
13	115	5	transmembrane signaling	3.10	1.82E-02
14	266	5	eye morphogenesis	3.10	2.08E-02
15	96	6	muscle fiber contraction	3.41	2.09E-02
16	72	5	lipid absorption	3.20	2.13E-02
17	289	9	membrane ruffling	2.67	2.14E-02
18	1141	28	wound healing	2.39	2.14E-02
19	80	8	virus assemblies	3.20	2.34E-02
20	238	9	smooth muscle contraction	2.52	2.37E-02
21	378	8	establishment of cell polarity	2.87	2.67E-02
22	80	6	adherens junction assembly	2.88	2.78E-02
23	100	5	intestine function	4.13	2.81E-02
24	418	14	cell contact	2.38	2.90E-02
25	323	6	innervation	4.02	3.02E-02
26	186	5	pattern specification	3.55	3.09E-02
27	354	10	cell aggregation	2.57	3.39E-02

28	108	9	diastolic function	2.91	3.57E-02
29	5848	136	cell differentiation	2.20	3.72E-02
30	144	6	cell blebbing	2.38	3.93E-02
31	56	9	Fatty acids import	2.76	4.33E-02
32	630	24	regulation of cell shape	2.37	4.51E-02
33	264	6	cardiogenesis	2.57	4.55E-02
34	256	5	mammary gland development	3.95	4.57E-02
35	155	9	lipoprotein metabolism	2.76	4.64E-02
36	1854	56	inflammatory response	2.32	4.72E-02
37	150	6	smooth muscle cell differentiation	2.80	4.86E-02

Supplementary Table 8. Subnetwork enrichment analysis for liver based on proteomics data

#	Total # of<br>Neighbors	# of<br>Measured<br>Neighbors	Gene Set Seed	Median<br>change	p-value
1	472	53	detoxification	3.37	6.77E-05
2	153	27	xenobiotic clearance	3.55	7.56E-05
3	523	31	gluconeogenesis	3.42	3.78E-04
4	228	17	liver metabolism	3.58	1.06E-03
5	80	13	nucleotide biosynthesis	3.85	3.09E-03
6	370	7	acidification	3.75	4.49E-03
7	1002	63	lipid metabolism	2.97	5.20E-03
8	341	22	liver function	3.42	7.17E-03
9	330	9	liver development	3.60	7.81E-03
10	37	5	anaerobic glycolysis	3.85	9.74E-03
11	105	9	nitrosative stress	3.36	1.22E-02
12	362	9	lymphocyte proliferation	3.42	1.26E-02
13	15	6	transsulfuration	4.17	1.41E-02
14	216	16	kidney excretion	3.42	1.53E-02
15	699	48	Respiratory chain	3.01	1.58E-02
16	284	9	cell fusion	3.42	1.68E-02
17	497	16	DNA methylation	3.36	2.00E-02
18	72	5	sperm capacitation	4.04	2.09E-02
19	890	18	T lymphocyte proliferation	3.33	2.14E-02
20	378	7	cytokine response	3.84	2.23E-02
21	63	8	ketone biosynthesis	3.10	2.28E-02
22	487	19	brain function	3.37	2.35E-02
23	438	16	hepatic regeneration	3.16	3.23E-02
24	292	7	S-G2 transition	3.85	3.43E-02
25	1793	102	oxidative stress	2.73	3.44E-02
26	469	30	glycolysis	2.98	3.48E-02

27	228	7	hepatic stellate cell activation	3.42	3.50E-02
28	59	9	protein unfolding	3.02	3.51E-02
29	235	9	oogenesis	3.13	3.62E-02
30	484	13	kidney function	3.58	4.01E-02
31	456	12	macrophage activation	3.33	4.04E-02
32	558	11	DNA strand breakage	3.37	4.23E-02
33	806	34	glucose import	2.67	4.38E-02
34	341	18	response to oxidative stress	3.37	4.48E-02
35	124	8	salinity response	3.53	4.49E-02
36	361	6	regulation of action potential	3.57	4.54E-02
37	430	18	NO biosynthesis	3.56	4.74E-02

Supplementary Table 9. Subnetwork enrichment analysis for brain based on proteomics data

#	Total # of Neighbors	Overlap	Percent Overlap	Gene Set Seed	p-value
1	2358	39	1	oxidative stress	4.56E-10
2	1752	32	1	neurite outgrowth	2.56E-09
3	40	7	17	neurotransmitter secretion	3.31E-09
4	132	10	7	synaptic vesicle transport	4.99E-09
5	1416	28	1	life span	5.89E-09
6	1720	31	1	actin organization	6.68E-09
7	8098	77	0	cell proliferation	1.52E-08
8	934	22	2	immunoreactivity	1.59E-08
9	3701	47	1	cell survival	2.41E-08
10	1613	29	1	cytoskeleton organization and biogenesis	2.47E-08
11	984	22	2	Respiratory chain	4.02E-08
12	1457	27	1	nerve cell differentiation	4.53E-08
13	1800	30	1	regeneration	7.26E-08
14	7686	72	0	apoptosis	1.95E-07
15	4900	53	1	cell death	4.47E-07
16	904	19	2	cell spreading	9.70E-07
17	998	20	2	long-term synaptic potentiation	1.01E-06
18	92	7	7	protein unfolding	1.09E-06
19	1017	20	1	synaptogenesis	1.36E-06
20	1515	25	1	aging	1.37E-06
21	1994	29	1	endocytosis	2.14E-06
22	319	11	3	non-selective vesicle fusion	2.42E-06
23	68	6	8	synaptic vesicle endocytosis	2.83E-06

24	1386	23	1	exocytosis	3.57E-06
25	1616	25	1	memory	4.34E-06
26	3877	43	1	cell migration	5.69E-06
27	118	7	5	mitochondrial transport	5.70E-06
28	1128	20	1	synaptic transmission	6.48E-06
29	754	16	2	learning and/or memory	6.77E-06
30	361	11	3	vesicle-mediated transport	7.84E-06
31	951	18	1	locomotion	8.26E-06
32	960	18	1	neurotransmission	9.39E-06
33	301	10	3	acrosome reaction	9.83E-06
34	525	13	2	membrane fusion	1.06E-05
35	130	7	5	vesicle docking	1.07E-05
36	1703	25	1	pregnancy	1.08E-05
37	609	14	2	neuronal plasticity	1.10E-05
38	1936	27	1	internalization	1.14E-05
39	529	13	2	protein folding	1.15E-05
40	612	14	2	neuronal migration	1.16E-05
41	312	10	3	protein aggregation	1.34E-05
42	54	5	9	non-selective vesicle targeting	1.59E-05
43	195	8	4	xenobiotic clearance	1.79E-05
44	257	9	3	Tricarboxylic acid cycle	1.85E-05
45	556	13	2	spindle assembly	1.94E-05
46	5086	50	0	cell growth	2.13E-05
47	1124	19	1	synaptic plasticity	2.21E-05
48	59	5	8	neuromuscular function	2.44E-05
49	338	10	2	axon cargo transport	2.66E-05
50	429	11	2	visual learning	3.85E-05
51	782	15	1	mitochondrial depolarization	4.32E-05
52	115	6	5	synaptic vesicle exocytosis	5.62E-05

53	1100	18	1	brain development	5.68E-05
54	6991	61	0	cell differentiation	6.23E-05
55	73	5	6	synaptic vesicle fusion	6.76E-05
56	549	12	2	lipid peroxidation	7.86E-05
57	550	12	2	cell contact	8.00E-05
58	841	15	1	regulation of cell shape	9.77E-05
59	41	4	9	intermediate filament polymerization	9.80E-05
60	319	9	2	hemolysis	9.81E-05
61	1952	25	1	protein synthesis	1.04E-04
62	42	4	9	homophilic cell adhesion	1.08E-04
63	663	13	1	cell motion	1.17E-04
64	955	16	1	membrane depolarization	1.17E-04
65	2723	31	1	immune response	1.18E-04
66	84	5	5	retrograde protein transport ER to cytosol	1.31E-04
67	1985	25	1	cell invasion	1.36E-04
68	136	6	4	endocytic recycling	1.41E-04
69	1651	22	1	proteolysis	1.67E-04
70	689	13	1	detoxification	1.70E-04
71	1210	18	1	growth rate	1.89E-04
72	1448	20	1	neuronal death	2.16E-04
73	526	11	2	central nervous system development	2.32E-04
74	1029	16	1	heart development	2.72E-04
75	2235	26	1	mitosis	3.45E-04
76	647	12	1	breathing	3.58E-04
77	1059	16	1	T-cell response	3.74E-04
78	957	15	1	drug resistance	3.94E-04
79	854	14	1	virulence	3.99E-04
80	473	10	2	oxidative phosphorylation	4.13E-04
81	63	4	6	free radical scavenging	5.05E-04

82	673	12	1	brain function	5.08E-04
83	113	5	4	sperm capacitation	5.13E-04
84	116	5	4	mitochondrion fusion	5.78E-04
85	1447	19	1	viral reproduction	5.90E-04
86	409	9	2	interphase	6.09E-04
87	181	6	3	cell redox homeostasis	6.48E-04
88	29	3	10	protein thiol-disulfide exchange	6.70E-04
89	599	11	1	stress fiber assembly	6.88E-04
90	122	5	4	Glut/Gln/Pro metabolism	7.25E-04
91	30	3	9	Golgi reassembly	7.39E-04
92	705	12	1	cell polarity	7.63E-04
93	3042	31	1	vascularization	8.40E-04
94	127	5	3	autolysis	8.68E-04
95	265	7	2	ADCC	8.79E-04
96	620	11	1	myelination	9.12E-04
97	1151	16	1	cell damage	9.17E-04
98	838	13	1	DNA fragmentation	1.08E-03
99	275	7	2	neural crest cell migration	1.09E-03
100	134	5	3	actin filament bundle assembly	1.10E-03

How the deposited data were processed for this re-analysis (not part of the article)

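RNA from gut, liver, hypothalamus and telencephalon of adult male fathead minnows was sequenced in 12 libraries, 3 per tissue, mapped to tissue and replicate number by the sample labels. The authors trimmed the reads, mapped them with bowtie 2, removed potential PCR duplicates, kept uniquely mapped reads and counted them per sequence with their own scripts. The versions of these tools are not given in the sources used here. The deposited values are whole-number counts per contig that were not normalized, and contigs without a count are absent from a library's list. The methods name both the study's own consensus sequences and zebrafish reference sequences as the mapping target, and the contig names are those of fathead minnow assemblies, isoforms and expressed sequence tags. The submitters' processing notes also name DESeq beside edgeR, and the paper names edgeR in the DEB application.

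Lists were joined by contig name into a table of 46309 contigs, with absent contigs set to 0. No column of per-sample values lacked a mapped sample. Of the contig names, 11230 hold a sequence identifier, and 0 of these matched the 64593 genes of the gene table supplied for this species (assembly fPimPro1.hap1.1), so no gene names were used. The lists of cell type markers, hormone receptors and metabolic genes set before the data were examined, and the genes tested by qPCR in the paper, could therefore not be looked up. Contigs named in the text follow the rule fixed for files without gene names, at most 2 higher and 2 lower per comparison, taken by the largest log2 fold change among contigs with an adjusted p under 0.05, at least 50 counts in every library of the higher tissue and the same direction in every pair of libraries with the same number. Contigs named for other reasons were chosen after their values were seen.

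Tests were run in R 4.3.3 with edgeR 4.0.16, and DESeq2 1.42.0 served as an alternative. Each pair of tissues was fitted alone with TMM scaling and edgeR's quasi-likelihood test, over contigs with at least 1 count in at least 2 replicates of at least 1 tissue, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The alternatives were the exact test of edgeR, DESeq2, a single fit of all tissues, other scalings, other filters, the replicate number as a block, an added 2-fold threshold, and leaving out each library in turn. Where that left 2 libraries in a tissue, the fit pooled the spread over both tissues. A model with tissue and replicate number tested all 12 libraries for differences between replicate numbers. Correlations and clustering used log2(CPM + 1) with TMM-scaled CPM. The paper's heat map uses FPKM, which needs contig lengths that were not used here.

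The paper describes 3 individual males, and the labels number the replicates 1 to 3 in each tissue. To check whether the numbers pair the libraries, each library's deviation from its tissue mean was correlated across 25929 contigs with that of the same number in each other tissue. All 18 such correlations were above 0.1, from 0.193 to 0.833, so the numbers were read as the fish. The main fits of each pair of tissues did not use this pairing. It entered them only in the alternative with the replicate number as a block. Within a tissue, the chi-square statistic per degree of freedom between replicates was 15.9 to 92.7, far from that of a library deposited more than once.

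At these depths, 3 counts corresponded to 0.102 to 0.302 CPM, and a contig listed at 0 in a library is below about that level. Reads without molecular identifiers are not independent molecules, so the intervals given cover counting error only. The tests were checked on simulated data made from the real means, spread and library sizes of the 42878 contigs of each comparison, with 200 contigs changed. In the pairwise simulations libraries were drawn independently, without variation shared by libraries of one replicate number. Estimated changes were close to the simulated ones. In hypothalamus against telencephalon, the quasi-likelihood test found 93 of 100 contigs changed 16-fold, 22 of 50 changed 4-fold and 1 of 50 changed 2-fold, with 21 false calls, where edgeR's exact test made 93 and DESeq2 158. In gut against liver it found 94 of 100, 13 of 50 and 2 of 50, with 28 false calls. These false calls are a larger part of the simulated calls than the threshold of 0.05 names. The real comparison of gut with liver called 8473 contigs. With only 200 changed, the adjustment asks for a lower p than it does there. The simulated shares found and false calls of gut against liver therefore do not carry over to the real comparison. The test between replicate numbers found 199 of 200 contigs changed 4-fold, with 37 false calls.

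The qPCR, PacBio and proteomics experiments were not analysed here, and neither were the pathway results, which rest on gene names.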

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

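The paper compares tissues and does not analyse differences between the fish. The tests of a batch shared by the libraries of one replicate number and of the depth of hypothalamus replicate 2 were chosen after the result was seen.

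Contigs that differed between the replicate numbers across all tissues stood out because they lie outside the paper's comparisons. Of 42878 contigs, 2982 (6.95%) differed between replicate numbers in a model with tissue (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 degrees of freedom), and 34 had at least 50 counts in all 4 tissues of one number and at most 5 in every library of the others, 17 for number 1, 7 for number 2 and 10 for number 3. Contig FHM_All_PTA_Assem.622.CB2, with the lowest p (adjusted p = 1.45e-08, same edgeR test), had 1613 to 3398 counts in each tissue of number 1 and at most 46 in any library of the others. Contig FHM_All_PTA_Assem.2042.C2 had 4593 counts over the tissues of number 2 and 2 and 1 counts over numbers 1 and 3 (adjusted p = 2.46e-08, same edgeR test), while FHM_All_PTA_Assem.2042.C1 of the same assembly cluster had 6255 counts in number 1 and 4 and 221 in numbers 2 and 3 (adjusted p = 5.22e-08, same edgeR test, chosen after its values were seen).

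Exchanging the numbers within tissues argues against a random grouping of the libraries: of 100 assignments, 1 gave as many contigs, the real one, and the highest of the others gave 1340, in which 12 of 18 same-number pairs were kept. A graded batch shared by the libraries of one number cannot be told apart from the fish, since the number stands for both, and the 138 contigs with at least 50 counts in every tissue of one number and at most 5 in every tissue of another are only the extreme part of the pattern (134 of the 2982). Alleles or near-identical copies of a gene assembled as separate contigs may be a source. Of 349 pairs of differing contigs from one assembly cluster, 66.2% changed in opposite directions between the numbers, against 41.5 to 61.6% in 1000 random pairings (permutation p = 0.001, the smallest they can give). A difference in expression between the fish stays open, as untested.

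Hypothalamus replicate 2 stood apart from the other brain libraries, with 719 contigs at least 4-fold below all of them, although its total of 22589095 counts was the highest of the brain libraries. Its share of counts was 6.856% in liver-high contigs and 3.525% in gut-high contigs, neither above the highest of the other brain libraries (5.85 to 6.87% and 3.33 to 4.71%). These shares cannot decide on liver or gut tissue in the dissection. The contigs were chosen by tests that included this library, and its liver share was close to the highest. A tissue of a kind not sampled is argued against by 0 contigs at least 8-fold above every other library (up to 35 in others). This cannot detect other brain tissue with much the same contigs. An even dilution of brain RNA is argued against by a spread of log2 ratios 2.1 times the widest of the others. An exchange with a library of another fish is argued against by the 9 contigs private to number 2 in the other tissues, whose median CPM was 1.72 times that in telencephalon replicate 2. A loss of long transcripts through RNA quality stays open, because lengths are known for only 40 of the 719 contigs (5.56%), although the paper states a minimum RNA integrity for sequencing. No biological explanation was tested.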

How the results depend on the processing

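The sums over assembly clusters, the fits without hypothalamus replicate 2 in the counts of contigs higher in a tissue, the readings of mean copies and the count of contigs with at least 50 counts in any library were chosen after the result was seen. All other alternatives were set before the data were examined. Under the alternatives, 628 values stayed the same, 77 moved, 12 lost a call and 0 changed direction. Direction was judged for named contigs and correlations only, while counts of contigs were compared by their totals. Of the values that stayed the same, 240 under planned settings and 132 with a library left out belong to named contigs. Those were chosen from these data for their large changes. A named contig stayed the same if it kept its direction and its side of the threshold, and a count if within 1.5 times. Correlations stayed the same if they moved by less than the SD over library pairs, and mean copies by less than the SD between libraries. The clustering stayed the same if as many tissues formed a group of their own. Of the counts of contigs, 108 under planned settings, 51 with a library or replicate number left out and 15 under added settings stayed within 1.5 times. At these depths 3 counts correspond to 0.102 to 0.302 CPM, and lower levels were not resolved. Except where stated, the cause of a change was not tested. The sum over contigs of one gene symbol, the qPCR genes and the gene lists were not run, since the contigs carry no gene names.

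Hypothalamus against telencephalon, with 205 contigs, gave 515 with the exact test of edgeR, 848 with DESeq2 and 375 with the replicate number as a block, and 3 to 296 with 1 library left out: 57 without hypothalamus replicate 1, 296 without hypothalamus replicate 2, 44 without hypothalamus replicate 3, and 37, 10 and 3 without telencephalon replicates 1, 2 and 3. Gut against liver, with 8473, gave 5320 to 7502, the lowest without gut replicate 2. With the block, 201 of the 205 contigs were still called, and no other pairwise count moved by over 1.5 times. The contigs named for hypothalamus against telencephalon account for all 12 lost calls, each with 1 library left out, and their adjusted p there reached 0.0981 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of the named contigs kept their sign in every setting.

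The 19192 contigs that differed in no comparison became 9629 with DESeq2, 10992 with edgeR's own expression filter and 6100 with 50 counts in 3 libraries, where fewer contigs were tested. The DESeq2 number leaves out 7806 contigs that it called in no comparison but gave no adjusted p in at least 1. The contigs higher in one tissue than in each other numbered, for hypothalamus (81) and telencephalon (85), 190 and 194 with the exact test, 300 and 291 with DESeq2 and 154 and 145 with the block. Without hypothalamus replicate 2, chosen as the library that stood apart, there were 2417 in gut, 2454 in liver, 92 in hypothalamus and 136 in telencephalon, and for liver (2400) 1387 with library size alone. With a replicate number left out of every tissue, the ranges were 983 to 1912 in gut (2317; 1265 without replicate 3), 1098 to 1683 in liver (1359 without replicate 3), 0 to 6 in hypothalamus (0 without replicates 1 and 3) and 0 to 3 in telencephalon (3 without replicate 1, 2 without replicate 2, 0 without replicate 3).

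The contigs at least 2-fold over the hypothalamus became 9989 (gut), 9560 (liver) and 3004 (telencephalon) without a floor, 1180 (telencephalon) with a floor of 10, and 2848 (liver) with library size alone. For telencephalon, leaving out 1 library gave 611 to 1722, with 1210 without hypothalamus replicate 1 and 1722 without hypothalamus replicate 3.

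The 2982 contigs that differed between replicate numbers became 1832 with 50 counts in 3 libraries, 1714 after summing assembly clusters, 1968 without hypothalamus and 1603 without telencephalon, where fewer libraries were fitted.

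Correlations over all contigs with a count in 2 replicates of a tissue were 0.94 within hypothalamus, 0.967 within telencephalon, 0.791 for gut with liver, 0.685 and 0.672 for gut with hypothalamus and telencephalon, and 0.657 and 0.645 for liver with them. With log2(CPM + 0.1) they were 0.923 within gut, 0.907 within liver, 0.871 within hypothalamus, 0.92 within telencephalon, 0.414 and 0.384 for gut with the brain regions, and 0.409 and 0.382 for liver. Spearman's coefficient was 0.916 within liver and 0.884 within hypothalamus. With 1 library left out, the ranges were 0.935 to 0.96 within gut, 0.926 to 0.946 within liver, 0.885 to 0.924 within hypothalamus and 0.937 to 0.969 within telencephalon. The number of tissues that formed a group of their own was 2 to 3, with 3 without telencephalon replicate 1.

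The filter of at least 50 counts in 3 libraries left 25929 contigs to test in place of 42878. Of the contigs with a count (46309), 29333 had at least 50 counts in 1 library. Mean copies were 9.48 to 12.32 up to 50 counts, and 338.5 to 449 over all contigs, 387.4 to 476.6 over contigs with a count, 855.1 to 1101 over contigs above 50, with a median of 196 to 281 and a geometric mean of 249.3 to 326.6 there, and a median of 18.67 to 58 over contigs with a count.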

Differences from the paper's values

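The readings of mean copies, the count of contigs with at least 50 counts in any library, the sums over assembly clusters and the fits without hypothalamus replicate 2 were chosen after the values were seen. All other settings named here were set before the data were examined. The paper gives edgeR through DEB with a false discovery rate of 5%, and the filter of at least 2 replicates of at least 1 tissue. The rate and the filter were used here, but with edgeR's quasi-likelihood test, while the classic exact test, taken as the algorithm of DEB, was an alternative.

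The paper reports RNA aligned to 30,378 transcripts, and here 46309 contigs had a count in at least 1 library. No alternative had been set for this number. At least 50 counts in at least 1 library, chosen after seeing the values, gave 29333, within 1.5 times of the paper's number.

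The paper gives mean copies per tissue of 80 to 266 when sequences with >50 hits were excluded. Over contigs with a mean of at most 50 counts the tissue means were 9.48 to 12.3. A mean over such contigs cannot exceed 50, so this literal reading could not give the paper's range. No reading had been set as an alternative beforehand. Of the readings tried after seeing the values, the median over contigs with a mean above 50 (196 to 281) and the geometric mean over them (249 to 327) came within 1.5 times of the paper's upper value and not of its lower one. The mean over all contigs (338 to 449), over contigs with a count (387 to 477), over contigs with a mean above 50 (855 to 1101) and the median over contigs with a count (18.7 to 58.0) reached neither.

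The paper reports 12,610 of 28,616 tested transcripts that were not changed, and here 19192 of 42878 contigs (44.8%) differed in no comparison. The gap is smaller as a share of those tested than as a count, and the settings are compared by count. DESeq2 (9629), the exact test of edgeR (18149), edgeR's own expression filter (10992), library size alone (15361) and the replicate number as a block (17866) were within 1.5 times of the paper's number, as was the sum over assembly clusters (15287), chosen after seeing the values. RLE factors (19235), an added 2-fold threshold (20853), the filter of 50 counts in 3 libraries (6100), no filter (22964), one fit of all tissues (19439), and leaving out a replicate number (21431 to 26662) were not, and neither were the fits without hypothalamus replicate 2 (19331). The number by DESeq2 leaves out 7806 contigs without a call that lacked an adjusted p in at least 1 comparison.

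For liver against telencephalon the paper reports 10,775 of 28,616 tested transcripts, and 16641 of 42878 contigs (38.8%) differed here. Again the gap is smaller as a share of those tested than as a count, and the settings are compared by count. An added 2-fold threshold (15159), the filter of 50 counts in 3 libraries (14874) and each fit without 1 library (12807 to 16044) were within 1.5 times, as was the sum over assembly clusters (15625), chosen after seeing the values. DESeq2, the exact test, one fit of all tissues, RLE factors, library size alone, no filter, edgeR's own filter and the block were not, at 16447 to 21868.

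For gut against telencephalon the paper reports 10,816 of 28,616 tested transcripts, and 17803 of 42878 contigs (41.5%) differed here. The gap is again smaller as a share of those tested, and the settings are compared by count. An added 2-fold threshold (15666), the filter of 50 counts in 3 libraries (15835), one fit of all tissues (15981) and the fits without 1 library other than gut replicate 1 (14248 to 16202) were within 1.5 times. DESeq2, the exact test, RLE factors, library size alone, no filter, edgeR's own filter, the block and the fit without gut replicate 1 were not, at 16962 to 19421, and neither was the sum over assembly clusters (16723).

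For gut against hypothalamus the paper reports 6,237 of 28,616 tested transcripts, and 13060 of 42878 contigs (30.5%) differed here. None of the settings tried brought the count within 1.5 times, and the lowest was 9689 without gut replicate 2. As a share of those tested, the gap in the main setting is smaller than as a count.

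The paper's numbers put hypothalamus against liver first, and gut against liver above gut against hypothalamus. Here, with TMM scaling and each pair fitted alone, gut against telencephalon had the most contigs, and gut against hypothalamus (13060) had more than gut against liver (8473). For hypothalamus against telencephalon (205), hypothalamus against liver (12868) and gut against liver the counts here were within 1.5 times of the paper's, as were the number tested and the highest count. As shares of those tested, these comparisons lie further from the paper's than as counts. They were 0.478%, 30.0% and 19.8% of 42878 contigs here, against 200, 11,282 and 10,143 of 28,616 transcripts in the paper. The counts were not within 1.5 times in every setting. Hypothalamus against telencephalon was beyond 1.5 times with the exact test (515), DESeq2 (848), the block (375) and without each library other than hypothalamus replicate 2 (3 to 57). Hypothalamus against liver was beyond it with library size alone (17340), gut against liver without each gut library or liver replicate 2 (5320 to 6699), and the number tested without a filter (46309).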

Other observations

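The test of the liver contigs at or above the median ratio was chosen after the result was seen, and the directions within assembly clusters were also examined after the comparisons had been made.

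Contigs of one assembly cluster mostly moved together between tissues. In gut against liver, 417 clusters had at least 2 contigs that differed, and in 41 of them (9.83%) at least 1 contig was higher in gut and at least 1 higher in liver. Shuffling the directions over the same contigs gave 193 to 261 such clusters in 1000 shuffles. In gut against telencephalon it was 129 of 1025 clusters (12.6%, shuffled 523 to 617), in liver against telencephalon 108 of 956 (11.3%, shuffled 485 to 580), in gut against hypothalamus 69 of 734 (9.4%, shuffled 365 to 446) and in hypothalamus against liver 67 of 744 (9.01%, shuffled 378 to 461). These clusters hold related sequences whose tissue distribution differs, and whether they are splice variants or duplicated genes is not known from the contig names.

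Abundant liver contigs were also found in the brain libraries. The 126 contigs with a mean of at least 10000 counts in liver and higher in liver than in each other tissue held 37.8% of the liver counts and 2.36% of the brain counts, and their brain CPM was 0.454% of the liver CPM at the median, from 0.02% to 43.2%. The paper states that the libraries were sequenced in one lane, and reads carried over between libraries of one lane may be a source, which would give nearly one ratio for every contig. Of the contigs, 21.4% lay below 0.1 times the median ratio, fewer than the bound set against this source, so it stays open for contigs with low ratios. For the contigs at or above the median ratio it is argued against, because the same 27 contigs lay below 0.1 times that ratio with fewer brain counts than one rate of carry-over would give. Expression of these contigs in the brain stays open, as untested.

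Of the same-number pairs of brain libraries, number 1 had the highest correlation of deviations from the tissue means. Those means include hypothalamus replicate 2, so this does not measure how close the libraries are. The direct r of number 1, 0.969, was close to the 0.968 between telencephalon replicates 2 and 3. Hypothalamus replicate 1 and telencephalon replicate 1 had a correlation of deviations of 0.833 across contigs, against 0.324 for number 2 and 0.412 for number 3.

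Other splits of the 6 libraries of each pair of tissues into 3 and 3 gave no contig past the threshold of edgeR's quasi-likelihood test. The real splits gave 205 (hypothalamus against telencephalon) to 17803 contigs (gut against telencephalon), and the highest of the 9 other splits gave 0 in each pair. So 1 split of 10 reached the real value, and 10 splits are too few for a share under 0.05. Every other split also held libraries of both tissues in each group. The difference between the tissues then entered the spread within groups, which lowers the calls, so these splits do not measure false calls.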
